# Transcriptomic profile analysis of the left atrium in spontaneously hypertensive rats in the early stage

**DOI:** 10.3389/fphar.2022.989636

**Published:** 2022-10-17

**Authors:** Qinghua Fang, Jing Wang, Jiangjun Wei, Xianglin Long, Yao Wang, Jiacheng He, Xin Yuan, Jianlin Du

**Keywords:** hypertension, left atrium, transcriptome, atrial fibrosis, cardiac metabolism changes

## Abstract

Left atrial remodeling, characterized by enlargement and hypertrophy of the left atrium and increased fibrosis, was accompanied by an increased incidence of atrial fibrillation. While before morphological changes at the early stage of hypertension, how overloaded hypertension influences the transcriptomic profile of the left atrium remains unclear. Therefore, RNA-sequencing was performed to define the RNA expressing profiles of left atrium in spontaneously hypertensive rats (SHRs) and normotensive Wistar-Kyoto (WKY) rats as a control group. We also compared the changes in the RNA expression profiles in SHRs treated with an angiotensin receptor blocker (ARB) and angiotensin receptor-neprilysin inhibitor (ARNI) to assess the distinct effects on the left atrium. In total, 1,558 differentially expressed genes were found in the left atrium between WKY rats and SHRs. Bioinformatics analysis showed that these mRNAs could regulate upstream pathways in atrial remodeling through atrial fibrosis, inflammation, electrical remodeling, and cardiac metabolism. The regulated transcripts detected in the left atrial tissue in both the ARB-treated and ARNI-treated groups were related to metabolism. In contrast to the ARB-treated rates, the transcripts in ARNI-treated rats were mapped to the cyclic guanosine monophosphate-protein kinase G signaling pathway.

## 1 Introduction

Hypertension is the most important controllable risk factor in cardiovascular disease (Mills et al., 2020). Persistent blood pressure overload in hypertensive patients may induce left ventricle hypertrophy, heart failure, enlargement of the left atrium, arrhythmia (especially atrial fibrillation, AF), and cardiovascular death (Kamioka et al., 2018; Parker et al., 2020; Kario and Williams, 2021). Hypertension can rapidly induce atrial remodeling, including left atrial hypertrophy, fibrosis, and an inflammatory response (Gumprecht et al., 2019; Kim et al., 2019; Wu et al., 2021). Short-term and moderate stress overload pressure results in ultrastructural changes in left atrial cells before structural remodeling of the left ventricle (Aguas et al., 1981). Hypertension is the most significant population-attributable risk factor for AF that is independent and potentially controllable (Rahman et al., 2016). However, the mechanism that allows hypertension to lead to AF remains unclear. Therefore, identifying the transcriptional characteristics of the left atrium in the early stage of hypertension may help to reveal the atrial arrhythmia substrate induced by overloaded pressure.

Single-cell RNA-seq and bulk RNA-seq were used to delineate the transcriptomic profiles of heart and aorta in hypertensive animal models, systematically revealing the mechanisms of cardiac vascular remodeling, including activation of fibroblasts and vascular smooth muscle cells, dysregulation of interactions between macrophages and T cells, which were linked to multiple signaling pathways, such as TGF-β signaling pathway, cytokine, MAPK Signaling pathway (Costa Ade and Franco, 2015; Li et al., 2016; Xu et al., 2018; Cheng et al., 2021). Heart failure model, the most typical cardiac remodeling model, revealed multiple mechanisms involved in cardiac remodeling by transcriptome sequencing, including activation of myofibroblast (Chothani et al., 2019; Ramanujam et al., 2021) and immune cells (Martini et al., 2019; Abplanalp et al., 2021), mitochondrial dysfunction (Sweet et al., 2018; Zhuang et al., 2022), proinflammatory signaling (Costa Ade and Franco, 2015; Hahn et al., 2021) and TGF-β signaling pathway (Stratton et al., 2019). Although there have been many studies on RNA-seq in exploring the mechanism in target organ remodeling in hypertension, the transcriptomic characteristics of hypertension-induced atrial remodeling are still lacking.

Given the close link between hypertension and AF, antihypertensive drugs may potentially reduce the risk of AF, especially the renin–angiotensin–aldosterone system inhibitor because of its anti-myocardial remodeling effect (Rahman et al., 2016; Seccia et al., 2017). Both angiotensin II type 1 receptor antagonists and sacubitril/valsartan were demonstrated to attenuate adverse cardiac remodeling by reversing cardiac fibroblasts and hypertrophy (Kusaka et al., 2015; Garvin et al., 2021). Sacubitril/valsartan was proven to be superior in reducing left ventricular hypertrophy because it targets both the renin–angiotensin system and neprilysin, and thus this therapy has an advantageous cardiovascular prognosis in patients with hypertension compared with unitary treatment using olmesartan (Schmieder et al., 2017). However, the specific mechanisms associated with reverse cardiac remodeling under angiotensin receptor blocker (ARB) or sacubitril/valsartan treatment remain unclear.

In the present study, we conducted RNA-seq to compare the transcriptional differences in the left atrium in spontaneously hypertensive rats (SHRs) and Wistar-Kyoto (WKY) rats (Figure 1). Furthermore, we characterized the biological functions of these differentially expressed genes (DEGs) by bioinformatics analysis to further understand the effects of hypertension on the left atrium. In addition, transcriptome analysis was performed for the left atrium tissues of SHRs fed saline, ARB, and sacubitril/valsartan. Bioinformatics analysis was also performed to demonstrate the changes in gene expression associated with the different treatments in order to elucidate the mechanisms responsible for atrial remodeling under treatment with ARB and sacubitril/valsartan. Furthermore, we compared the transcriptional differences in rats under different treatments to identify their distinct effects on the left atrium of ARB and sacubitril/valsartan. This transcriptomic profile of left atrium enables a more furtherly understand its mechanism of development of left atrial transcriptional remodeling in early hypertension.

**FIGURE 1:**
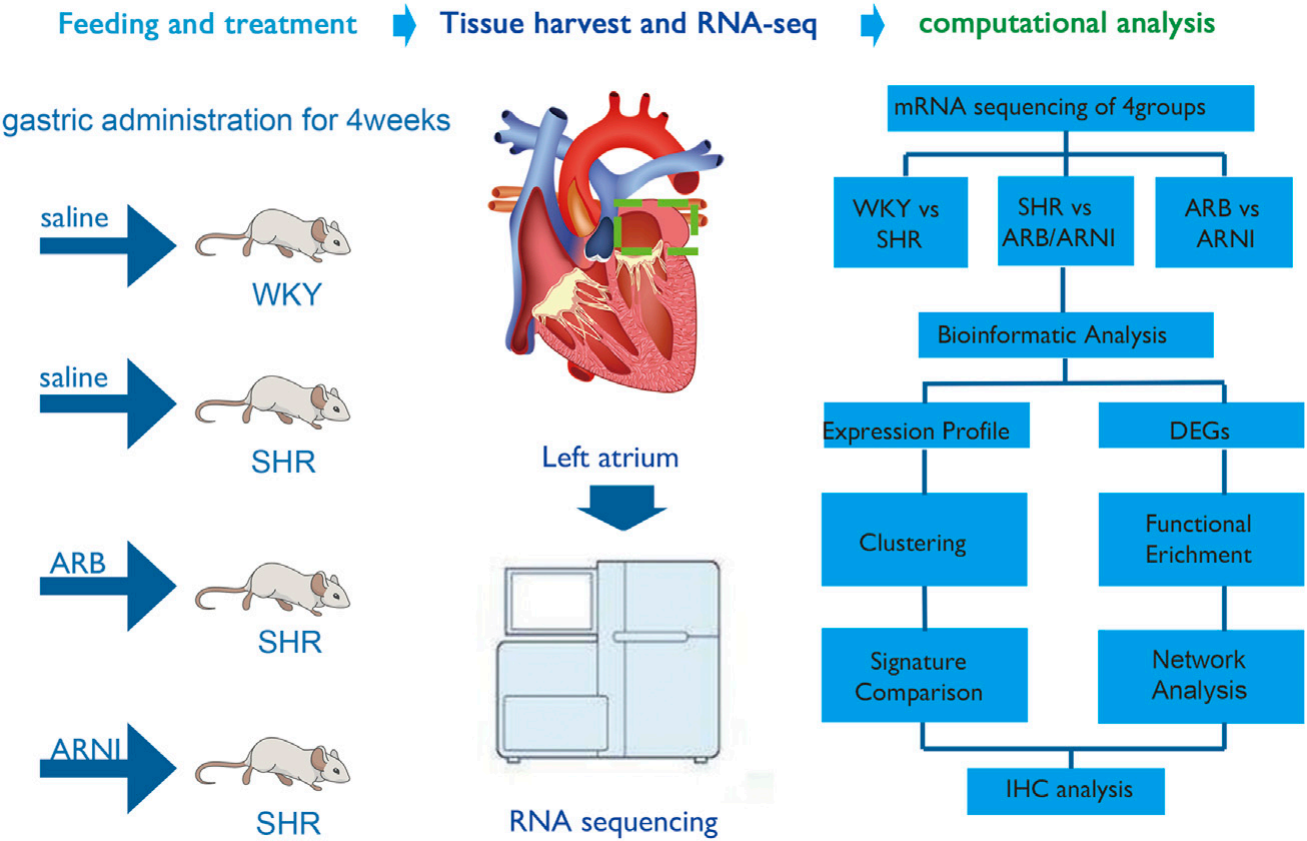
An overall flow chart of the experimental design. WKY, Wistar-Kyoto; SHR, spontaneously hypertensive rat; ARB, angiotensin receptor blocker; ARNI, angiotensin receptor/neprilysin inhibitor; DEGs, differentially expressed genes; IHC, immunohistochemistry.

## 2 Materials and methods

### 2.1 Experimental animals

Fourteen-week-old male SHRs (N = 9) and WKY rats (N = 3) were purchased from Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). The first group comprising the normotensive control (WKY, N = 3), was fed with saline (7.5 ml/kg/day) routinely and independently for 4 weeks. The SHRs were randomly divided into three groups: which were fed with saline (7.5 ml/kg/day, N = 3), valsartan (30 mg/kg/day, N = 3) and sacubitril/valsartan (60 mg/kg/day, N = 3) for 4 weeks. All animal protocols were approved by the Animal Research Ethics Committee of Chongqing Medical University.

### 2.2 Histological analysis

Immediately after anesthetizing the rats by intraperitoneal injection of 20% ethyl carbamate, the left atrium was ablated through thoracotomy and a portion was immersed in ice-cold isolation buffer, which was rapidly frozen at −80°C to prepare for RNA-seq. Other parts of the atrial tissue were fixed in 8% neutral formaldehyde and embedded in paraffin. After dewaxing, the paraffin sections were stained with hematoxylin and eosin (H&E) and Masson’s trichrome. The sections were observed under a microscope at 200× lens (Zhu et al., 2018).

H&E staining was conducted for histological determination of myocardial injury by quantifying the ratio of the inflammatory cell infiltration and necrosis area relative to the entire field as described in previous studies (Rezkalla et al., 1988), as follows: score 0 = 0 (no myocardial damage observed); score 1 = 0%–25%; score 2 = 25%–50%; score 3 = 50%–75%; score 4 = 75%–100% (Supplementary Table S1). Similarly, the extent of myocardial fibrosis was quantified by Media Cybernetics (United States) using the Masson’s trichrome. The ratio of the collagen fiber area was calculated as the area with positive staining for collagen relative to the entire visual field of the section (Takemoto et al., 1997). The area density was defined as the integral optical density (IOD) divided by the pixel area. One section was randomly selected from each rat in the four groups. Three different fields in each section were selected for scoring according to the criteria above.

### 2.3 RNA sequencing

Total RNA was extracted from the left atrium using TRIzol (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions, and then quality controlled and quantified using a NanoDrop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, MA, United States), respectively. RNA-seq was conducted by a commercially available service (service ID: F21FTSCCWLJ1374_MOUmpqzN, BGI-Shenzhen, China). Briefly, after breaking the total RNA into short fragments, mRNA was enriched using oligo (dT) magnetic beads, followed by cDNA synthesis. Double-stranded cDNA was purified and enriched by PCR amplification, after which the library products were sequenced using a BGIseq-500. The sequencing data were filtered with SOAPnuke (v1.5.2). The clean reads were mapped to the reference genome using HISAT2 (v2.0.4). Bowtie2 (v2.2.5) was applied to align the clean reads to the reference coding gene set, and the expression levels of genes were then calculated using RSEM (v1.2.12). All RNA-seq data has been uploaded to the GEO database and can be queried through GSE207283.

### 2.4 Data analysis

The raw counts were used to calculate the expression level of each gene, and DESeq2 (v1.4.5) was employed to compare the expression levels of genes between different samples. DEGs were filtered using the following criteria: log2FC ≥ 1 and Q value ≤ 0.05. The DAVID online analysis tool was used to perform functional cluster analysis for the DEGs between the WKY and SHR groups. The biological functions of DEGs were determined according to the significantly enriched Gene Ontology (GO) terms (http://www.geneontology.org/). Fisher’s exact and multiple comparison tests were used to calculate the significance level (*p*-value) and false positive rate (FDR) for each function, and the significant functions of DEGs were screened using the threshold of *p* < 0.05. Pathway analysis was conducted based on the Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/) to explore the significant pathways. Pathways with FDR ≤ 0.5 were defined as significantly enriched. Gene set enrichment analysis (GSEA) was performed using software (Subramanian et al., 2005) to quantify the normalized enrichment score and FDR. Principal component analysis, volcano plot and protein–protein interaction network analysis were performed in BGI online system (Dr.Tom).

Key driver gene analysis (KDA) was carried out using BGI online system (Dr.Tom). Specifically, KDA analysis takes as input a set of genes (G) and a directed gene network (N), aiming at identifying the key regulators of the gene set associated with a given network (Rual et al., 2005; Tran et al., 2011). The size of h-layer neighborhood (HLN) for each node was calculated. The value of HLN is equal to the number of downstream nodes in the range h away from the specific nodes. The nodes are selected as candidate drivers if their HLN values are greater than $\overset{-}{\mu }$ + *σ* (*μ*), where μ is defined as the composite set of HLNS of all nodes, $\overset{-}{\mu }$ is the mean value of *μ*, and *σ*(*μ*) is the standard deviation of μ. The candidate drivers without any root node are global drivers, which is defined as key driver genes, while the rest were local drivers. Nodes with out-degree above $\overset{-}{d}$ +2*σ* (d) are global driver genes, where d is defined as the set of out-degrees of all nodes, $\overset{-}{d}$ is the mean of d, and *σ* (d) as the standard deviation of d.

### 2.5 Immunohistochemistry analysis

Immunohistochemistry techniques were used to study the expression of transforming growth factor-β (TGF-β). Specimens were incubated overnight with primary antibodies at 4°C and then incubated with horseradish peroxidase-labeled secondary antibodies at room temperature for 1 h. DAB color developing solution was used for the chromogenic reaction. The antibodies comprised the primary antibody anti-TGF-β1 rabbit antiserum (Servicebio, China) and secondary antibody horseradish peroxidase-conjugated goat anti-rabbit immunoglobulin G (Servicebio, China). Sections were then processed by microscopy (Nikon) and analyzed with Aipathwell digital pathology image analysis software. The mean density was defined as the integrated optical density divided by the quantity of positive cells. Six different fields were selected for quantitative analysis in each group.

## 3 Result

### 3.1 Expression profiling

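Left atrial RNA from 12 rats was sequenced, with 3 libraries in each of 4 groups. WKY rats, the normotensive control strain, and SHRs, which become hypertensive with age, received saline (7.5 ml/kg/day). SHRs of the ARB group received valsartan (30 mg/kg/day), an angiotensin receptor blocker, and SHRs of the ARNI group received sacubitril/valsartan (60 mg/kg/day), which joins a neprilysin inhibitor to valsartan. The rats were 14 weeks old when purchased and were treated for 4 weeks. The strain words in the titles of the 6 WKY and SHR libraries contradict the library names, and the libraries were assigned to groups by their names, which are those used in Figs 2B, 4C and 5B. The authors filtered the reads with SOAPnuke, mapped them to the genome with HISAT2 and to the coding genes with Bowtie2, and deposited the expected counts that RSEM estimated for each gene, without normalization. Expected counts share a read between the genes it matches, and 23.6% of the deposited values were not whole numbers. Of the 37246 genes listed, 21239 had counts. The total count per library ranged from 11252361 to 11730665 in the WKY group (median 11499441), from 12683159 to 14953507 in the SHR group (median 14762037), from 12614041 to 15122151 in the ARB group (median 14538775) and from 12721085 to 15823525 in the ARNI group (median 14738669). At these depths 3 reads, the upper limit that a count of 0 allows, stood for 0.190 to 0.267 CPM, the count of a gene relative to the total of its library. The expected counts were rounded to whole numbers and scaled by edgeR's TMM method, and each pair of groups was compared with edgeR's quasi-likelihood test on the 6 libraries of that pair. DEGs were called at the study's thresholds, an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05. For the principal components, log2 CPM values of the 14452 genes kept over all libraries were used. The choices that could change the numbers were the test, the scaling, the filter on low counts, the libraries sharing 1 estimate of the spread, and each single library, and all of them were varied.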

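The first principal component carried 48.6% of the variance and the second 10.8%. On the first component the WKY libraries lay at -72.7, -74.6 and -78.3, and the SHR libraries at 59.2, 0.039 and 43.3. The ARB libraries lay at 58.3, 49.1 and -4.30, and the ARNI libraries at 58.5, -63.0 and 24.6 (replicates 1 to 3). The mean Euclidean distance was 98.3 between libraries of 1 group and 117 between libraries of different groups, a difference of 18.4 (one-sided permutation test of the group labels, p = 0.0399). ARNI replicate 2 lay nearer to the WKY libraries (mean distance 93.2) than to the other ARNI libraries (141). Without the WKY group, the mean distance within groups was larger than that between groups over the 9 libraries of SHRs (difference -6.15, one-sided permutation test, p = 0.850). From the distances on the scatter plot, the paper concludes that atrial tissue of normotensive rats and of SHRs differed.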

PCA showed a closer distance on the scatter plot among groups than between groups, thereby indicating that there were significant differences between the atrial tissues from normotensive and spontaneous hypertension rats (Figure 2A). 

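Across genes, which are not independent replicates, Pearson correlations of log2 CPM between the libraries of 1 group were 0.972 to 0.977 in the WKY group, 0.937 to 0.961 in the SHR group, 0.942 to 0.969 in the ARB group and 0.897 to 0.936 in the ARNI group. Between groups, ARNI replicate 2 had correlations of 0.957 to 0.959 with the WKY libraries. SHR replicate 1 had a correlation of 0.981 with ARB replicate 1 and of 0.976 with ARNI replicate 1, both higher than those with the other SHR libraries. No 2 replicates of a group differed by less than the sampling noise: the chi-square statistic per degree of freedom between the counts of replicates was 4.03 to 6.36 in the WKY group, 42.7 to 106 in the SHR group, 23.5 to 93.5 in the ARB group and 59.2 to 231 in the ARNI group.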

The transcriptional differences in the four groups are shown in Figure 2B and Supplementary Figure S1.

**FIGURE 2:**
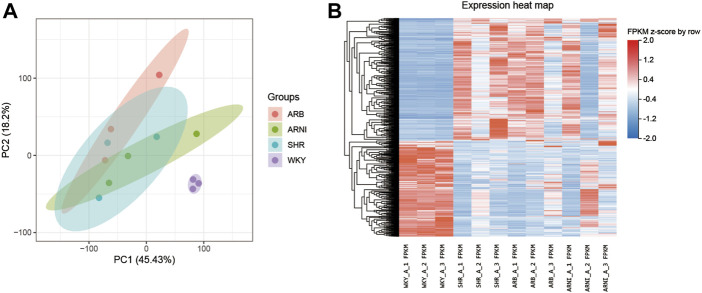
An overview of the transcriptomic landscape profile in the rats’ left atrium. **(A)** PCA analyse of transcriptome profiles between the four groups: the abscissa and ordinate represent different principal components and their contribution proportions. **(B)** Heatmap indicating the atlas of dysregulated genes in the four groups: the abscissa represents different groups of rats, the ordinate represents different genes, red represents up-regulated genes, and blue represents down-regulated genes. PCA, principal component analysis; WKY, Wistar-Kyoto; SHR, spontaneously hypertensive rat; ARB, angiotensin receptor blocker; ARNI, angiotensin receptor/neprilysin inhibitor; FPKM, fragments per kilobase of exon per million reads mapped.

### 3.2 Morphology of the left atrium in different groups

H&E was used to evaluate histological cardiac damage and inflammation (Supplementary Table S2). The results of H and E results indicated no apparent necrosis or inflammatory infiltration in the left atrial tissue under light microscopy in any group. Further quantitative analysis detected no significant differences among the four groups (Figure 3A). Masson’s trichrome was used to estimate the degree of myocardial fibrosis (Supplementary Tables S3, S4). The mean area density values did not differ significantly in the SHR, ARB-treated, and ARNI-treated groups compared with the WKY group (Figure 3B). The area ratio of collagen fibers was slightly elevated in SHRs compared with WKY rats (Figure 3C). These results suggest that the hypertension overloading pressure did not lead to significant histological changes manifested as inflammation and fibrosis in the left atrium in the early development stage of hypertension development. Early administration of inhibitors of the renin–angiotensin system did not influence the histology of the left atrium.

**FIGURE 3:**
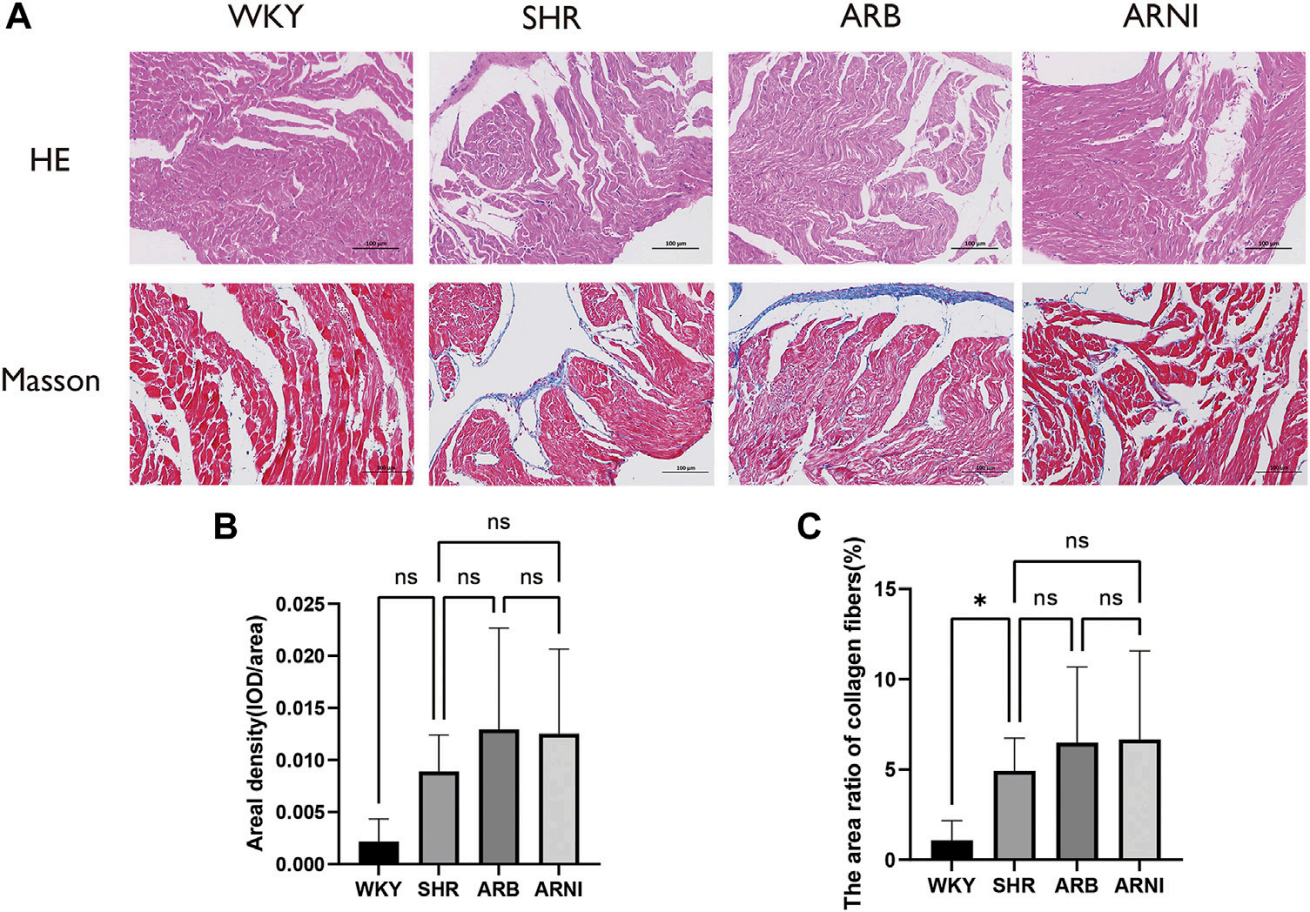
Morphology of the left atrium in different groups. **(A)** The left atriums were harvested for H&E and Masson’s trichrome. **(B)** Quantitative analyses of areal density (IOD/area) in Masson’s trichrome in four groups. **(C)** Quantitative analyses of the area ratio of collagen fibers in Masson’s trichrome in four groups. H&E, hematoxylin-eosin; WKY, Wistar-Kyoto; SHR, spontaneously hypertensive rat; ARB, angiotensin receptor blocker; ARNI, angiotensin receptor/neprilysin inhibitor; IOD, integral optical density; ns, no significance. *: *p* ≤ 0.05.

### 3.3 Distinct transcriptomic changes in the atrial tissues of SHRs

The gene expression profiles for the left atrium tissue were compared in the normotensive and spontaneously hypertensive groups to characterize the effects of hypertension overload pressure on the transcription levels (Figures 4A–C). 

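Of 13794 genes tested between the SHR and WKY groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1226 were DEGs, with 764 upregulated and 462 downregulated. For all 1226 DEGs (100%) the 3 values of one group lay above the 3 of the other, as for 47.3% of the genes tested, where chance gives 10%. Without the threshold on fold change, 2837 genes passed. On leaving out 1 library in turn, the count ranged from 348 DEGs without WKY replicate 3 to 2205 without SHR replicate 2. In 1 fit of all 12 libraries, 579 of 14452 genes were called. Once an atrial minus ventricular marker score, chosen after seeing the data, was a covariate in that fit, 121 genes were called, and 54 of the 579 were among them. The scores of the WKY and SHR libraries do not overlap (-5.89 to -5.61 and 1.23 to 8.05). Every SHR against WKY value with the covariate is therefore extrapolated from slopes within groups, and cannot fully separate the score from the group. With DESeq2 in place of edgeR, 1601 genes were called, and 1190 of the DEGs were among them. In the authors' deposited table, 1558 genes passed the same thresholds after adjustment of its p-values over 18678 genes, 873 higher and 685 lower in the SHR group. Of the DEGs called with edgeR, 1184 were among those of the authors' deposited table, all with the same direction, and the log2 fold changes had a correlation of 0.999 across 13794 genes.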

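The largest increases were those of Atp1b4 (gene ID 84396), Bmp10 (500245), Mybphl (310782), Ndufa10l1 and Sln (367086). Atp1b4 had no read in the WKY libraries and 127, 59.8 and 86.3 CPM in the SHR libraries, at least 348-fold higher (adjusted p = 0.00317, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level in ARNI replicate 2 was 0.0869 CPM. Mybphl was at 0.0610 ± 0.0529 CPM in the WKY group and 633 ± 216 CPM in the SHR group (SD, n = 3), at least 2423-fold higher (adjusted p = 0.00114, edgeR), and at 0.782 CPM in ARNI replicate 2. Bmp10 was at 903, 188 and 0.914 CPM in the SHR libraries, at least 1394-fold higher on average (adjusted p = 0.0319, edgeR), and its adjusted p rose to as much as 0.150 when 1 library was left out. Ndufa10l1, whose reads the counting could split with a near-identical gene, was at least 268-fold higher (adjusted p = 0.00388, edgeR), and at 132 CPM in ARNI replicate 2. Sln was at 0.396 ± 0.108 CPM in the WKY group (SD, n = 3), and at 1678, 674 and 1022 CPM in the SHR libraries, with a log2 fold change of 11.43 (standard error 0.54, adjusted p = 0.00114, edgeR). Myl7 (289759), the atrial myosin light chain labelled in Fig. 4B, had 16.5, 3.44 and 0.943 CPM in the WKY libraries and 10290, 4524 and 8234 CPM in the SHR libraries (log2 fold change 10.09, standard error 1.22, adjusted p = 0.00585, edgeR). In ARNI replicate 2 it was at 10.7 CPM. The largest decreases, again with edgeR's test, were those of Hba-a3 (at least 48.9-fold lower, adjusted p = 0.00433), Ccnj (at least 43.7-fold, 0.0172), LOC102550456 (at least 39.7-fold, 0.00594), LOC103690175 (at least 23.2-fold, 0.0169) and Mettl24 (at least 16.2-fold, 0.00405). In ARNI replicate 2, Ccnj was at 4.95 CPM and the other 4 had no read, as in the SHR libraries. Other treated libraries did have reads: Ccnj was at 8.13 CPM in ARB replicate 2. In ARNI replicate 3, LOC102550456 was at 18.1 CPM and LOC103690175 at 10.5 CPM. Hba-a3 and Mettl24 had at most 0.167 and 0.0625 CPM in any treated library. Without WKY replicate 2 or WKY replicate 3 the adjusted p of Ccnj was 0.0707 and 0.0702, and without WKY replicate 1 that of LOC103690175 was 0.0616 (edgeR). Hba-a3 is one of several globin genes between which reads could be split. Myl2, a ventricular light chain, was at 3890, 3935 and 3698 CPM in the WKY libraries but at 0.711, 2321 and 0.122 CPM in the SHR libraries, and was no DEG (log2 fold change -2.32, standard error 2.42, adjusted p = 0.504, edgeR), but was one without SHR replicate 2 (-13.16, adjusted p = 1.88e-05).

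**Figure D1:**
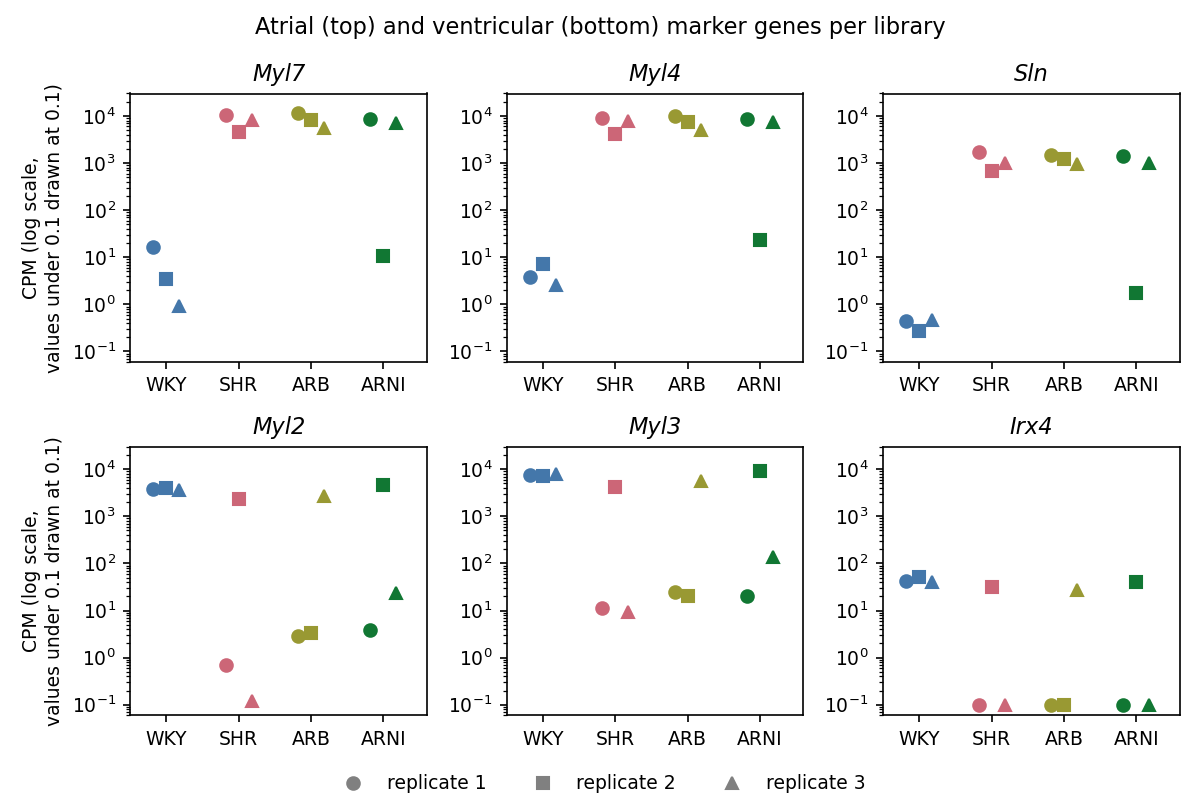
CPM (log scale) of the atrial markers Myl7, Myl4 and Sln and of the ventricular markers Myl2, Myl3 and Irx4, with 1 point per library and the groups on the horizontal axis. Sln was at 1.74 CPM in ARNI replicate 2 and at 1678, 674 and 1022 CPM in the SHR libraries, while Myl2 was at 4599 CPM in ARNI replicate 2 and at 2713 CPM in ARB replicate 3.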

In total, 1,558 DEGs were observed in the SHR group compared with the WKY group, where 873 genes were upregulated and 685 were downregulated.

**FIGURE 4:**
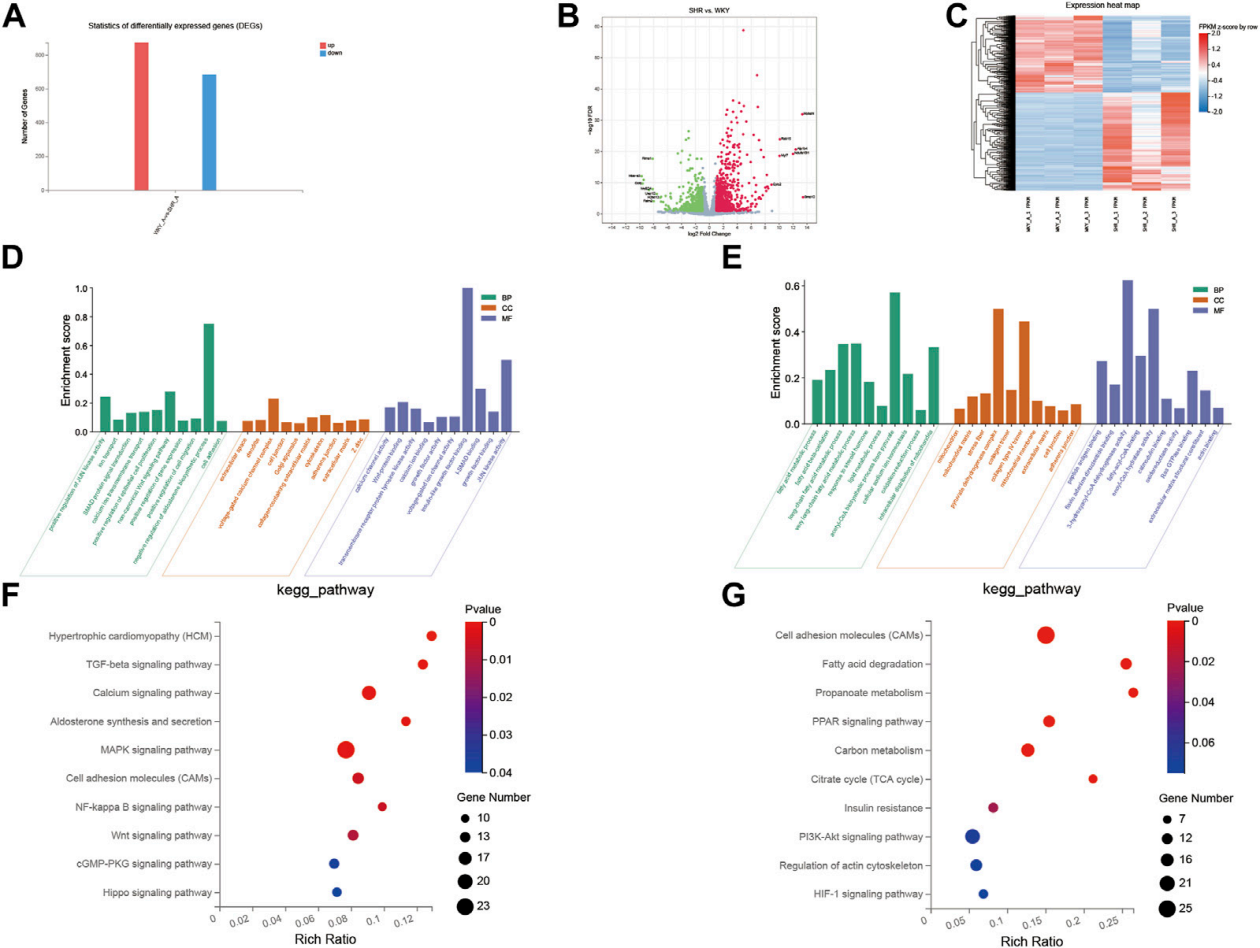
GO and KEGG pathway analysis of DEGs between SHR and WKY rat left atrium. **(A)** Histogram of the numbers of DEGs: the abscissa represents the direction of gene change, the ordinate represents the number of genes, red represents up-regulation, blue represents down-regulation; **(B)** volcano Plot: *X*-axis represents the fold change of log2, *Y*-axis represents −log10 (*p*-value), red represents up-regulated genes, blue represents down-regulated genes, and gray represents insignificant genes; **(C)** heatmap: *X*-axis represents different groups of rats, *Y*-axis represents different genes, red represents up-regulated genes, blue represents down-regulated genes. **(D,E)** Ten GO enriched terms in the upregulated **(D)** and downregulated **(E)** DEGs, were analyzed for biological process (BP), cellular component (CC), and molecular function (MF). The *X*-axis shows different pathways, and the *Y*-axis shows enrichment scores, BP in green, CC in orange, and MF in blue. **(F,G)** 10 KEGG pathways were identified in the downregulated **(F)** and upregulated **(G)** DEGs. The *X*-axis represents the enrichment ratio, the *Y*-axis represents the different pathways enriched, the size of the dots represents the number of genes enriched to the pathway, and the change of color from blue to red represents the change of *p* value from small to large. GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes. TGF-beta, transforming growth factor beta; MAPK, mitogen-activated protein kinase; PPAR, peroxisome proliferator-activated receptor; TCA, tricarboxylic acid; HIF-1, hypoxia-inducible factor-1.

GO assignments were used to classify the genes associated with the transformation of the left atrium in the SHRs. As shown in Figures 4D,E, compared with the WKY rats, the upregulated transcripts in SHRs were enriched in 1) biological process (BP): calcium ion transmembrane transport, noncanonical Wnt signaling pathway, cell adhesion and SMAD protein signal transduction; 2) molecular function (MF): calcium channel activity, Wnt-protein binding, voltage-gated ion channel activity, and I-SMAD binding; and 3) cellular component (CC): voltage-gated calcium channel complex, cell junction, and collagen-containing extracellular matrix. 

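Gene lists were tested for over-representation among the DEGs with one-sided Fisher's exact tests, Benjamini-Hochberg adjusted over 21 lists in both directions, against the 13794 genes tested. The lists were written by hand, since the GO and KEGG lists of the study were not used here. Voltage-gated ion channels held 16 upregulated DEGs among 77 genes tested, where chance gives 4.27 (adjusted p = 1.60e-04), and 8 downregulated DEGs, where chance gives 2.58 (adjusted p = 0.0348). The calcium signaling list held 13 upregulated DEGs among 121 genes (chance 6.70, adjusted p = 0.0691). The TGF-β signaling list, which includes the SMAD genes, held 9 among 69 (chance 3.82, adjusted p = 0.0629). Across all lists, 5 of the tests passed an adjusted p of 0.05, against 13 when the DEGs came from DESeq2. Noncanonical Wnt signaling and cell adhesion were not analysed here.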

The downregulated transcripts were enriched in: 1) BP: fatty acid metabolic process, lipid metabolic process, oxidation–reduction process, and intracellular distribution of mitochondria; 2) MF: fatty-acyl-CoA binding, calmodulin binding, and extracellular matrix structural constituent; and 3) CC: mitochondrion, extracellular matrix, cell junction, and mitochondrial membrane.

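Among the downregulated DEGs, the propanoate metabolism list held 5 of 28 genes tested, where chance gives 0.938 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.0300). The fatty acid degradation list held 1 of 34 (chance 1.14), against 12 of 35 among the DESeq2 calls (adjusted p = 3.87e-07). Over whole lists, limma's camera test with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment found fatty acid degradation lower in the SHR group (median log2 fold change -0.90, taken as for all lists from differences of mean log2 CPM, 27 of 34 genes lower, adjusted p = 6.08e-04). ECM-receptor interaction had a median of -0.16 (38 of 70 genes lower, adjusted p = 0.277, camera), and passed without SHR replicate 3 (median -0.41, adjusted p = 0.00334) and with an atrial minus ventricular marker score as covariate, chosen after seeing the data (median -0.50, adjusted p = 6.03e-04). By camera, 12 of 21 lists passed an adjusted p of 0.05 between the SHR and WKY groups, and none of them held under limma's fry test or with the correlation estimated from the data (0 lists, with 5 and 0 at an unadjusted p under 0.05). In the other comparisons, too, 0 lists passed under either. Fatty acid degradation turned higher in the SHR group with that covariate (adjusted p = 2.14e-05, camera). The WKY and SHR scores do not overlap, so this value is extrapolated and does not show the list to be higher at equal scores.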

We performed pathway enrichment analysis with KEGG to further characterize the DEGs. As shown in Figures 4F,G, in the left atrial tissues of these hypertensive rats, compared with the WKY group, the upregulated transcripts were related to the TGF-β signaling pathway, calcium signaling pathway, MAPK signaling pathway, and NF-kappa B signaling pathway, whereas the downregulated transcript were related to the PPAR signaling pathway, fatty acid metabolism, carbon metabolism, PI3K-Akt signaling pathway, and apelin signaling pathway.

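By camera with Benjamini-Hochberg adjustment, the TGF-β signaling list was higher in the SHR group (median log2 fold change 0.20, 48 of 69 genes higher, adjusted p = 0.0106). The calcium signaling list had a median of -0.12 (70 of 121 genes lower, adjusted p = 0.325), the MAPK list of -0.01 (117 of 233 lower, adjusted p = 0.947). The PPAR signaling list was lower (median -0.77, 38 of 49 genes lower, adjusted p = 4.34e-05), as was carbon metabolism (median -0.60, 69 of 88 lower, adjusted p = 2.48e-05). With the marker score as covariate, chosen after seeing the data, carbon metabolism turned higher in the SHR group (adjusted p = 4.55e-05, camera), and PPAR signaling was not past the threshold (median 0.08, adjusted p = 0.319). In the test of over-representation among the DEGs, PPAR signaling held 7 downregulated DEGs (chance 1.64, adjusted p = 0.0241, one-sided Fisher's exact test), and MAPK held 22 upregulated DEGs (chance 12.9, adjusted p = 0.0619). MAPK passed among the DESeq2 calls (adjusted p = 0.0396), as did TGF-β (adjusted p = 0.0340) and carbon metabolism (adjusted p = 1.44e-04, one-sided Fisher's exact tests). Results for NF-kappa B signaling are given with the discussion of inflammation, and those for the citrate cycle with that of metabolism. PI3K-Akt and apelin signaling were among the pathways of Figs 4F and 4G that were not analysed here. The paper proposes that the regulated transcripts belong to several functions linked to atrial fibrosis, inflammation, electrical remodeling and metabolic change.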

### 3.4 Network analysis of DEGs and enriched pathways between the WKY and SHR groups

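Of the 15 key driver genes of Fig. 5B, 14 were tested between the SHR and WKY groups, and 13 had a lower level in the SHR group. RT1-M2, whose highest count in any library was 7, was not tested. Over all genes tested, 4 of the 14 were called with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: Mybphl, Pdk4 (log2 fold change -1.81, standard error 0.46, adjusted p = 0.0378), Anpep (-1.14, standard error 0.28, adjusted p = 0.0352) and LOC100910385 (-1.41, standard error 0.26, adjusted p = 0.0167). Adjusted over the list alone, 14 were called, which is not independent evidence, since the study chose the list on these samples. Together with the 20 hub genes of Fig. 5D the lists hold 26 genes, of which 25 were tested and 8 were called, and the count was 26 with DESeq2. Leaving out SHR replicate 2 raised the joint count to 25, and leaving out any other library gave 1 to 3.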

Based on the protein–protein interaction network analysis of all the dysregulated genes (1,558 genes) in SHRs and the WKY rats, we selected 15 key driver genes in the prominent regulatory position (Figures 5A,B). We performed KEGG pathway analysis for further characterize the key genes. The interaction network obtained between the significantly enriched KEGG pathways and the genes determined by KDA is shown in Figure 5C. The key genes were enriched in pathways including fatty acid metabolism, and PPAR signaling pathway.

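Of the key driver genes, 8 were on the fatty acid degradation list (Acadl, Acads, Acadvl, Cpt2, Eci1, Eci2, Hadha and Hadhb), and 2 were on the PPAR signaling list (Acadl and Cpt2). A further list, carbon metabolism, held Acads and Hadha, and propanoate metabolism held Hadha. The 14 key driver genes tested had a median edgeR log2 fold change of -1.17 (13 of 14 lower), which is not independent evidence, since the list was chosen on these samples. The list was higher in the SHR group with the marker score as covariate, chosen after seeing the data (adjusted p = 6.03e-04 by camera with Benjamini-Hochberg adjustment).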

**FIGURE 5:**
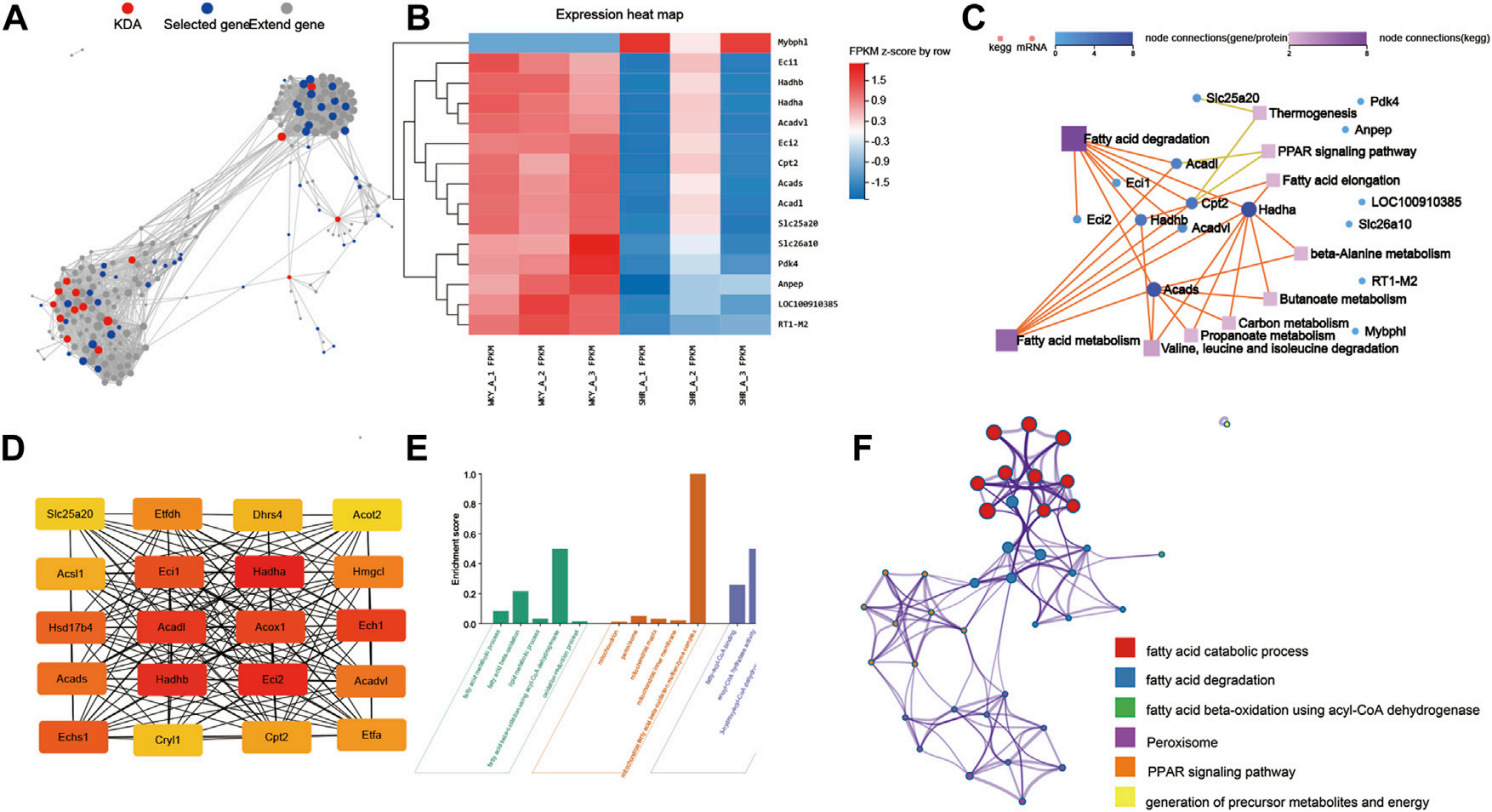
Network analysis of DEGs and enriched pathways between THE WKY and SHR groups. **(A)** KDA analysis identified 15 key driver genes in the DEGs between SHR and WKY rat atria: Key driver genes are shown in red, initial genes are shown in blue, and extended genes are shown in gray. **(B)** Heatmap of the 15 key driver genes. **(C)** Network analysis between key driver genes and enriched KEGG pathways: Dots represent genes, squares represent KEGG pathways, and lines between genes and squares indicate that the gene can be enriched into the corresponding pathway. **(D)** The top 20 hub genes were selected by the cytoHubba app in Cytoscape 3.8.2 software. The node color changed gradually from yellow to red in ascending order according to the score of hub genes. **(E)** GO and enrichment network of the top 20 hub genes between SHR and WKY rat atrium. **(F)** The enrichment network of top 20 hub genes was identified in the rat atrium. Nodes represent functions enriched for an annotated ontology term and node size indicates the number of genes that fall into that term. KDA, key driver gene analysis; WKY, Wistar-Kyoto; SHR, spontaneously hypertensive rat; KEGG, kyoto encyclopedia of genes and genomes; BP, biological process; CC, cellular component; MF, molecular function; MAPK, mitogen-activated protein kinase.

The CytoHubba app in Cytoscape 3.8.2 software was used to select the hub genes among the 1558 dysregulated genes in the left atrium in hypertensive rats. 

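All 20 hub genes of Fig. 5D had lower levels in the SHR group than in the WKY group. Hadha (gene ID 170670) was at 1173 ± 65.5 CPM in the WKY group and 583 ± 331 CPM in the SHR group (SD, n = 3 libraries each), a log2 fold change of -1.01 (standard error 0.37, adjusted p = 0.0926, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 SHR libraries had 391, 965 and 393 CPM, and ARNI replicate 2 had 1484 CPM. Hadhb (171155) fell from 2000 ± 111 to 977 ± 531 CPM (SD, n = 3, log2 fold change -1.04, standard error 0.36, adjusted p = 0.0823, edgeR). Eci2 (291075) fell from 240 ± 8.21 to 104 ± 69.7 CPM (SD, n = 3, -1.21, standard error 0.43, adjusted p = 0.0841, edgeR), and Acadl (25287) from 1569 ± 86.9 to 676 ± 466 CPM (SD, n = 3, -1.22, standard error 0.45, adjusted p = 0.0931, edgeR). In ARNI replicate 2, Hadhb was at 2311 CPM, Eci2 at 277 CPM and Acadl at 2036 CPM. For each of these 4 genes all SHR values lay below all WKY values, and DESeq2 called all 4 (adjusted p of 0.0167 for Hadha, 0.0106 for Hadhb, 0.0119 for Eci2 and 0.0129 for Acadl). Over all genes tested, edgeR called 4 of the hub genes, among them Hsd17b4 (-1.05, adjusted p = 0.0368) and Cryl1 (-1.46, 0.0408). Adjusted over the list alone, 19 were called, which is not independent evidence, since the list was chosen on these samples. With the marker score as covariate, chosen after seeing the data, the log2 fold changes of Hadha, Hadhb, Eci2 and Acadl were 0.65, 0.60, 0.69 and 0.78, and 0 of the 25 key driver and hub genes tested were called (16 had an unadjusted p under 0.05), against 2 in the same fit of all 12 libraries without it.

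**Figure D2:**
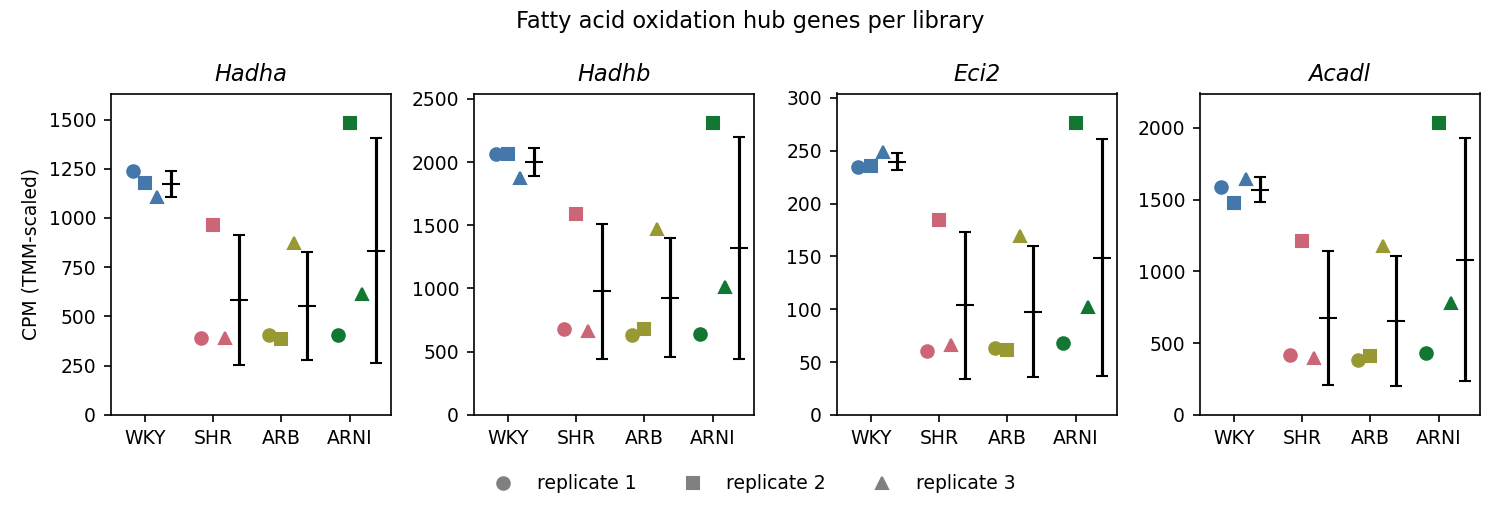
TMM-scaled CPM of Hadha, Hadhb, Eci2 and Acadl, with 1 point per library, and for each group the mean with its SD (n = 3). Hadha was at 391, 965 and 393 CPM in the SHR libraries and at 1484 CPM in ARNI replicate 2.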

Twenty hub genes were selected, including *Hadha, Hadhb, Eci2*, and *Acadl* (Figure 5D). As shown in Figure 5E, GO analyses were conducted and they identified, GO-BP terms: fatty acid metabolic process, fatty acid beta-oxidation and lipid metabolic process; GO-MF terms: fatty-acyl-CoA binding and enoyl-CoA hydratase activity; GO-CC terms: mitochondrion, peroxisome and mitochondrial matrix. In addition, the top 20 GO and KEGG pathways of the 30 hub genes were identified by Metascape (Figure 5F) included the fatty acid catabolic process, fatty acid degradation and PPAR signaling pathway.

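Of the 20 hub genes, 11 were on the fatty acid degradation list, the 8 key driver genes named for it among them. The PPAR signaling list held 4, and fatty acid elongation held 4 (Acot2, Echs1, Hadha and Hadhb). In all, 9 genes were both hub and key driver genes. The hub genes had a median edgeR log2 fold change of -1.15, and were, like the key driver genes, chosen on these samples. They were higher in the SHR group with the marker score as covariate, chosen after seeing the data (adjusted p = 3.79e-08 by camera with Benjamini-Hochberg adjustment). That value is extrapolated, since the WKY and SHR scores do not overlap.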

### 3.5 Sacubitril/valsartan and ARB modulate the transcriptomes in atrial tissue with spontaneous hypertension

Gene set enrichment analysis (GSEA) was performed to assess the concentration of genes regulated by sacubitril/valsartan and ARB in different gene sets in the KEGG pathways. As shown in Figure 6A, after the 4 weeks of treatment with ARB, the atrial tissues were mainly regulated in ribosome, proteasome, oxidative phosphorylation, and biosynthesis of amino acids. 

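Between the ARB and SHR groups, no gene of 13979 tested passed the thresholds for DEGs with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 genes, and 225 at an unadjusted p under 0.05), and DESeq2 called 3. By camera with Benjamini-Hochberg adjustment over 21 lists, 8 lists passed. The ribosome list was higher in the ARB group (median log2 fold change 0.33, 85 of 85 genes higher, adjusted p = 3.78e-24), with medians from 0.18 to 0.51 when each library was left out. The proteasome list was higher (median 0.12, 44 of 48 genes, adjusted p = 0.00123), but its adjusted p was 0.806 without ARB replicate 3 and 0.898 without SHR replicate 3. Oxidative phosphorylation was higher (median 0.19, 88 of 92 genes, adjusted p = 4.95e-04), and turned lower without ARB replicate 3 (median -0.11, adjusted p = 0.0197) and without SHR replicate 3 (adjusted p = 0.688). Biosynthesis of amino acids was higher (median 0.15, 42 of 56 genes, adjusted p = 6.06e-04), and did not pass without SHR replicate 3 (adjusted p = 0.242), SHR replicate 1 (0.107) or ARB replicate 3 (0.134).

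**Figure D3:**
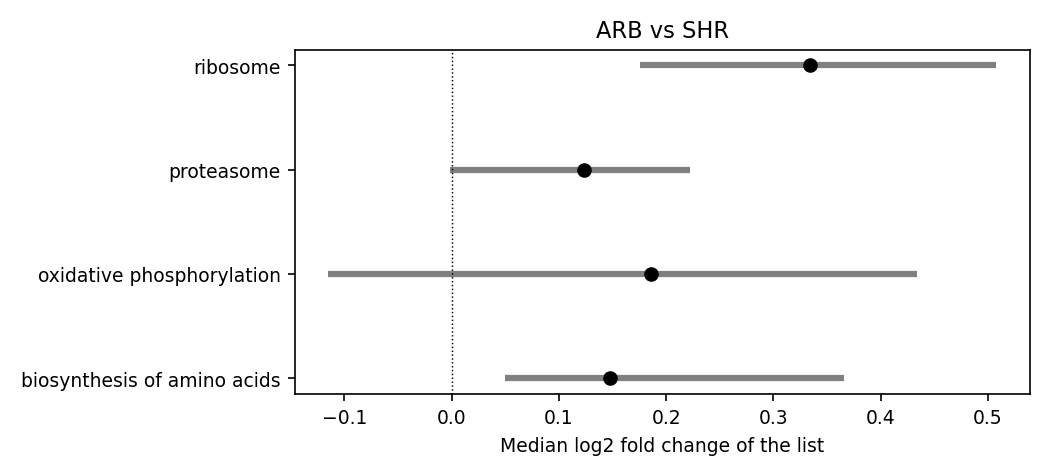
Median log2 fold change between the ARB and SHR groups of 4 gene lists (points), with the range over the 6 fits that each left out 1 library (bars). The bar of oxidative phosphorylation extends below 0, while the ribosome bar stays between 0.18 and 0.51.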

In the sacubitril/valsartan-treated group, the changes were mainly in the citrate cycle, AMPK signaling pathway, fatty acid elongation, propanoate metabolism, carbon metabolism, and PPAR signaling pathway (Figure 6B). 

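Between the ARNI and SHR groups, 0 of 13955 genes passed the thresholds for DEGs with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 227 had an unadjusted p under 0.05. DESeq2 called 7. By camera, 14 of 21 lists passed a Benjamini-Hochberg adjusted p of 0.05, and none passed without ARNI replicate 2 (0 lists, and 4 at an unadjusted p under 0.05). Without SHR replicate 3, 2 lists passed, and 0 of them were among the 14. The citrate cycle list was higher in the ARNI group (median log2 fold change 0.30, 27 of 28 genes higher, adjusted p = 2.83e-04), with a median of -0.03 without ARNI replicate 2 (adjusted p = 0.897). AMPK signaling was higher (median 0.11, 75 of 102 genes, adjusted p = 0.00303), and its adjusted p was 0.0803 without ARNI replicate 2 and 0.147 without SHR replicate 3. Fatty acid elongation had a median of 0.17 (19 of 22 genes higher, adjusted p = 0.0307), with 0.04 without ARNI replicate 2 (adjusted p = 0.272) and 0.09 without ARNI replicate 3 (adjusted p = 0.267). Propanoate metabolism had a median of 0.24 (25 of 27 higher, adjusted p = 0.00396), and turned lower without ARNI replicate 2 (median -0.09, adjusted p = 0.413). Carbon metabolism was higher (median 0.23, 79 of 87, adjusted p = 2.83e-04), as was PPAR signaling (median 0.25, 40 of 48, adjusted p = 0.00309), and without ARNI replicate 2 their medians were -0.02 and -0.01 (adjusted p of 0.897 and 0.682, camera). With the marker score as covariate, chosen after seeing the data, 2 lists passed, AMPK and cGMP-PKG signaling.

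**Figure D4:**
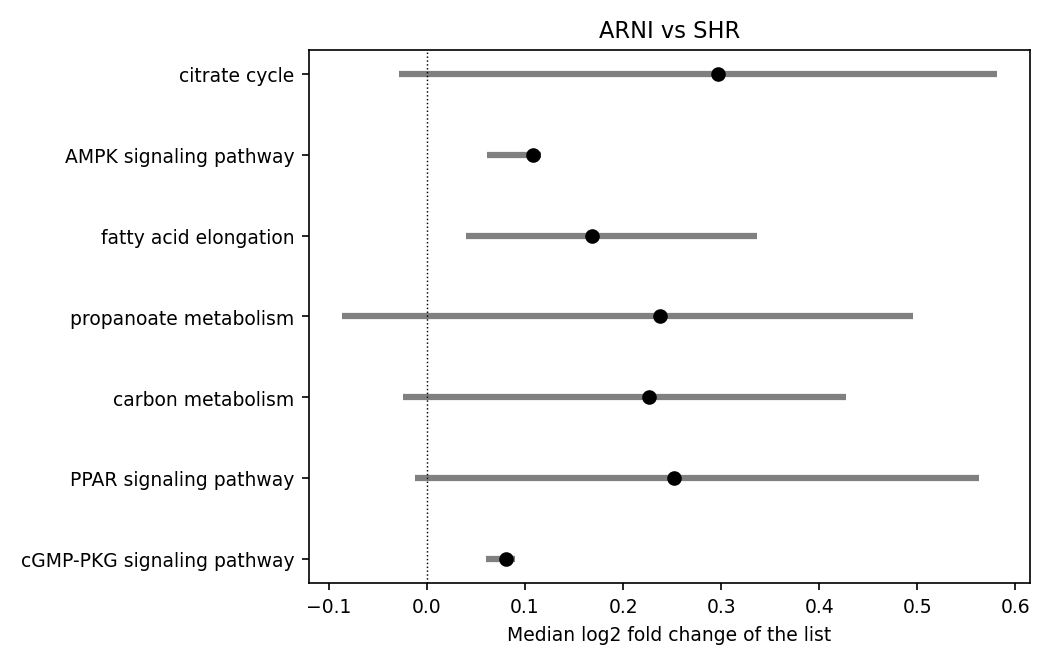
Median log2 fold change between the ARNI and SHR groups of 7 gene lists (points), with the range over the 6 fits that each left out 1 library (bars). The bars of the citrate cycle, propanoate metabolism, carbon metabolism and PPAR signaling reach below 0, to -0.03, -0.09, -0.02 and -0.01.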

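Of the lists that passed by camera, 6 were higher than in the SHR group under both drugs: fatty acid elongation, carbon metabolism, biosynthesis of amino acids, mitochondrial ribosome, proteasome and oxidative phosphorylation. In the ARB group, fatty acid elongation had a median log2 fold change of 0.10 (adjusted p = 0.0252, camera with Benjamini-Hochberg adjustment) and carbon metabolism of 0.07 (adjusted p = 0.0320), and neither passed without ARB replicate 3 (adjusted p of 0.654 and 0.638), SHR replicate 3 (0.389 and 0.852) or SHR replicate 1 (0.199 and 0.392, camera). Across 14452 genes, which are not independent replicates, the log2 fold changes of the ARB and ARNI groups against the SHR group had a rank correlation of 0.265. Both use the same SHR libraries. In 100 simulations, the SHR group and unchanged treated groups were drawn from the means and spreads of the SHR libraries, and correlations were 0.449 to 0.484. Each gene was drawn on its own there, so this range can be too narrow. When the SHR libraries were divided so that the comparisons shared none, chosen after seeing the data, the correlation lay between -0.459 and 0.211. From the metabolic pathways regulated under both drugs, the paper proposes a common mechanism by which they repair the left atrium.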

We note that the pathways enriched in the ARB and ARNI groups were both involved in cardiometabolic pathways, thereby suggesting that the two drugs may contribute to repairing damage to the left atrium through this common mechanism.

**FIGURE 6:**
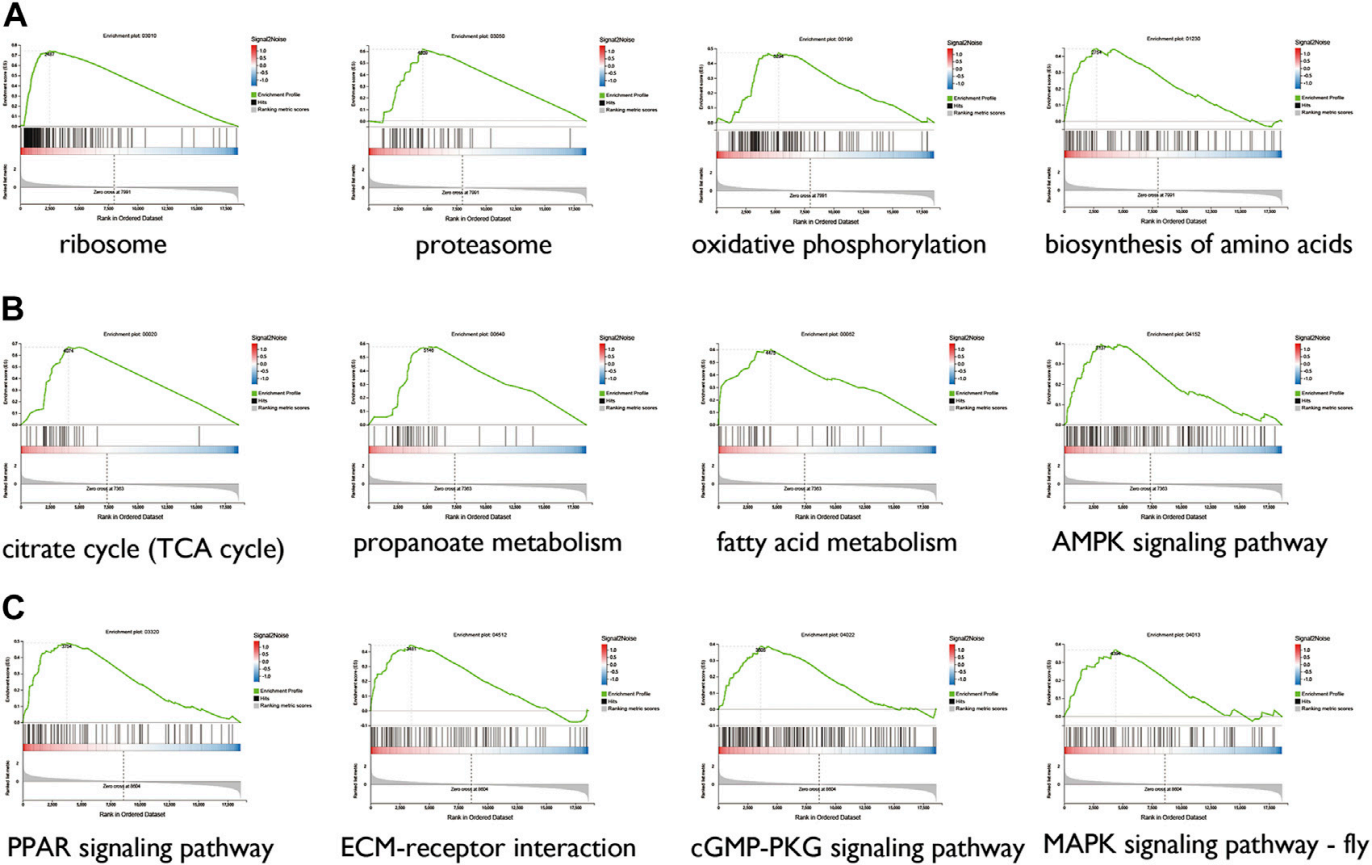
GSEA between the ARB-treated group and the SHR **(A)**, sacubitril/valsartan-treated group and the SHR **(B)**, and the ARB-treated and sacubitril/valsartan-treated groups **(C)** TCA, tricarboxylic acid; AMPK, AMP-activated protein kinase; PPAR, peroxisome proliferator-activated receptor; ECM, extracellular matrix; MAPK, mitogen-activated protein kinase.

Furthermore, GSEA was performed to compare the different mRNAs between the ARB- and sacubitril/valsartan-treated groups to identify the differences in atrial remodeling reversal mechanisms. As shown in Figure 6C, compared with ARB, mRNAs regulated in the sacubitril/valsartan-treated group were mainly enriched in the PPAR signaling pathway, ECM-receptor interaction, cGMP-PKG signaling pathway, and MAPK signaling pathway.

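Between the ARNI and ARB groups, 0 of 13948 genes were DEGs with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (539 at an unadjusted p under 0.05), and DESeq2 called 18. By camera with Benjamini-Hochberg adjustment, PPAR signaling was higher in the ARNI group (median log2 fold change 0.27, 37 of 49 genes higher, adjusted p = 0.0135), and did not pass without ARNI replicate 2 (median 0.04, adjusted p = 0.417), ARB replicate 1 (0.319) or ARNI replicate 3 (0.0515). ECM-receptor interaction was higher (median 0.19, 54 of 70 genes, adjusted p = 0.00602), and did not pass without ARB replicate 3 (0.155) or ARNI replicate 3 (0.258). The cGMP-PKG list was higher (median 0.10, 95 of 128 genes, adjusted p = 0.02), and did not pass without ARNI replicate 3 (0.107), but did with the marker score as covariate, chosen after seeing the data (0.0308). With that covariate, ECM-receptor interaction also passed (adjusted p = 4.54e-04, camera), but PPAR signaling did not (median 0.06, adjusted p = 0.164). The MAPK list had a median of 0.08 (136 of 230 higher, adjusted p = 0.111). The ribosome list was lower in the ARNI group (median -0.38, 80 of 85 genes lower, adjusted p = 1.27e-20), and passed in every fit that left out 1 library, with an adjusted p of at most 1.71e-08.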

### 3.6 Immunohistochemistry analysis

The TGF-β-positive cells manifested as brown and the nucleus was stained blue by immunohistochemical staining (Supplementary Table S5). 

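The text does not name the gene behind Fig. 7B, so the 3 transforming growth factor beta genes were examined. Tgfb1 (gene ID 59086) was at 30.3 ± 4.78 CPM in the SHR group and 34.9 ± 3.45 CPM in the WKY group (SD, n = 3 libraries each; two-sided exact permutation test, p = 0.3), with a log2 fold change of -0.21 (standard error 0.14, adjusted p = 0.301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb2 (81809) was at 75.1 ± 18.6 and 30.2 ± 3.75 CPM (SD, n = 3; exact p = 0.1, the smallest that 3 libraries against 3 allow), with a log2 fold change of 1.31 (standard error 0.20, adjusted p = 0.0115, edgeR). Without WKY replicate 1 its adjusted p was 0.06, without WKY replicate 2 it was 0.0641, and in 1 fit of all 12 libraries it was 0.165. Tgfb3 (25717) was at 72.9 ± 16.1 and 50.7 ± 2.54 CPM (SD, n = 3; exact p = 0.1), with a log2 fold change of 0.52 (standard error 0.17, adjusted p = 0.0715, edgeR), and its adjusted p was 0.00145 without SHR replicate 2. Tgfb2 and Tgfb3 were at 30.7 and 47.4 CPM in ARNI replicate 2. With the marker score as covariate, chosen after seeing the data, the log2 fold change was 0.12 for Tgfb1, -0.94 for Tgfb2 and -0.11 for Tgfb3.

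**Figure D5:**
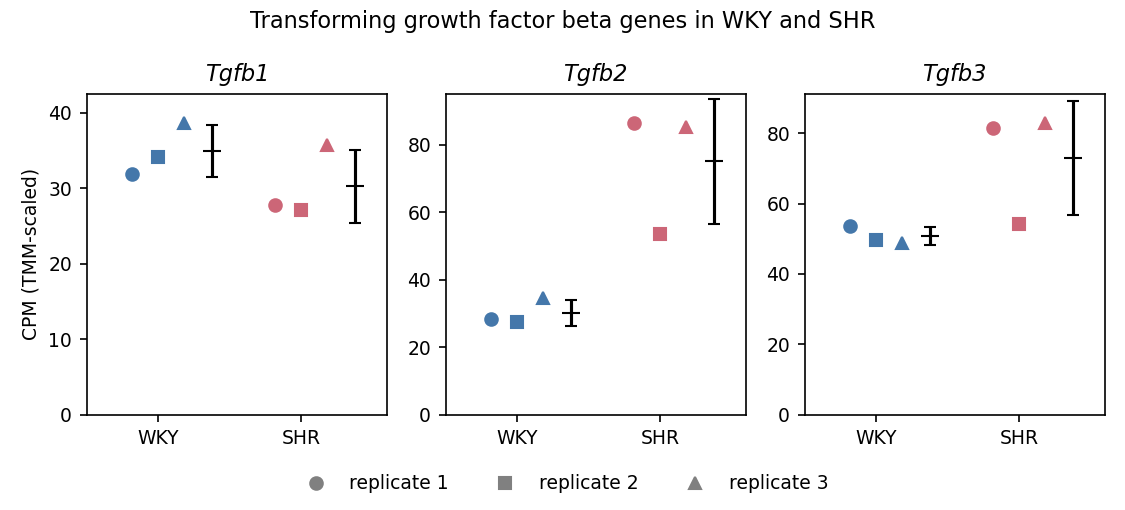
TMM-scaled CPM of Tgfb1, Tgfb2 and Tgfb3 in the WKY and SHR groups, with 1 point per library and the mean with its SD (n = 3). All SHR values of Tgfb2 lie above all WKY values (means of 75.1 and 30.2 CPM), while those of Tgfb1 overlap.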

As shown in Figure 7, the expression level of TGF-β was higher in the left atrium of SHRs compared with normotensive rats, which was consistent with the changes in the gene expression levels.

**FIGURE 7:**
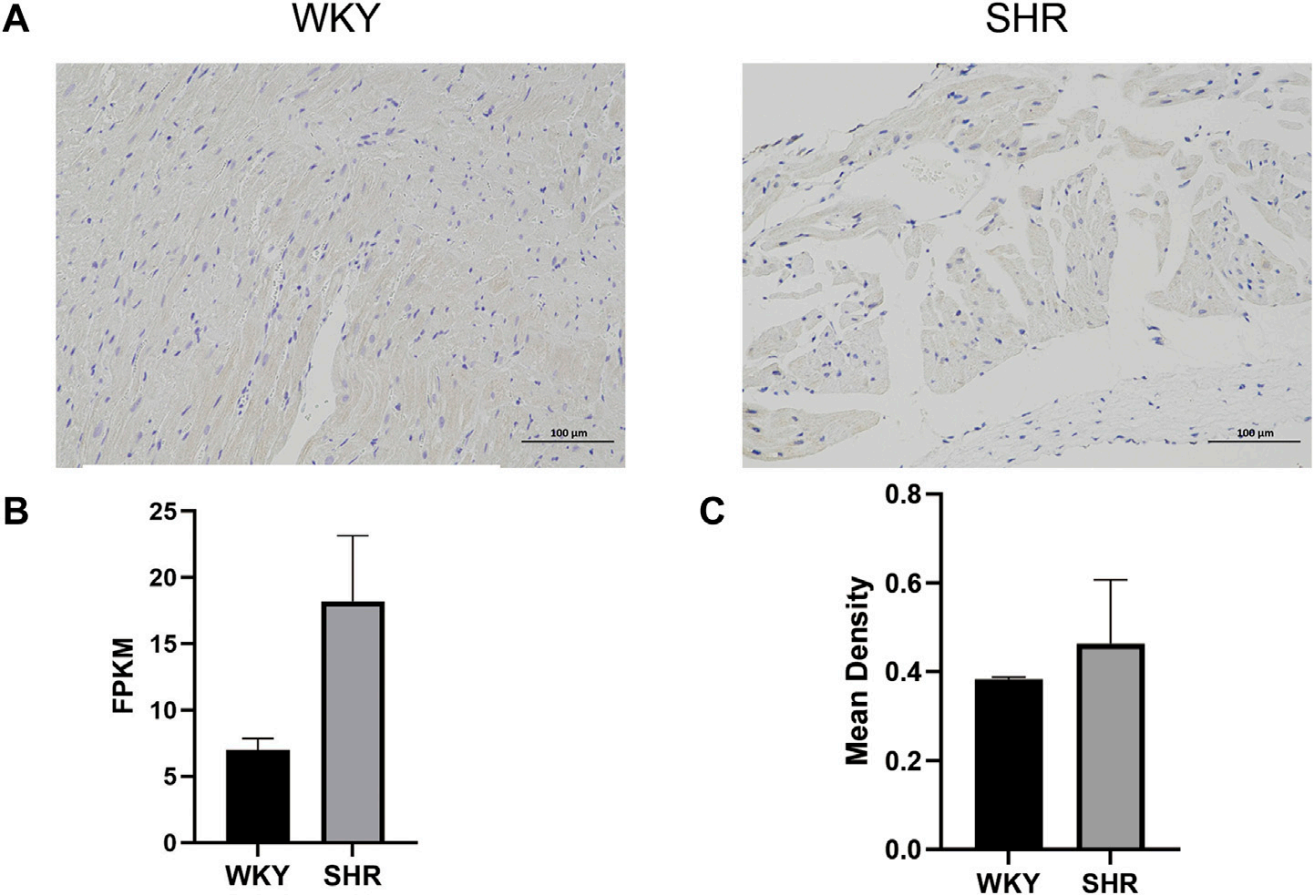
**(A)** Immunohistochemical analysis of the left atrium in different groups: the TGF-beta-positive cells manifested as buffy, and the nucleus was stained blue. **(B)** Expression levels of TGF beta in SHR and WKY: the *X*-axis represents different groups, and the *Y*-axis represents FPKM. **(C)** Mean density of Immunofluorescence staining: the *X*-axis represents different groups, and the *Y*-axis represents the mean density. WKY, Wistar-Kyoto; SHR, spontaneously hypertensive rat; FPKM, fragments per kilobase of exon per million reads mapped.

## 4 Discussion

### 4.1 Influence of hypertension on the left atrium

Complex changes in the atrium increase the susceptibility and progression to AF, and stimulate AF-associated diseases, and thus they are defined as “atrial cardiomyopathy” according to a recent consensus study (January et al., 2019). The multidirectional association between elevated blood pressure and AF has not been elucidated, and the main theories currently focus on complex associations such as structural remodeling, electrophysiology, neuroendocrine, inflammation, and autonomic mechanisms (Dzeshka et al., 2017). Transcriptome and proteome analyses were used to comprehensively understand the changes caused by hypertension and to further study the AF substrate in hypertension (Alvarez-Franco et al., 2021). In a previous study, Julio et al. observed 15 altered proteins in the early stage of left ventricular hypertrophy in SHRs compared with normotensive rats by proteomic analysis, and they mediated hypertension-induced cardiac hypertrophy (Gallego-Delgado et al., 2006). In this study, we first determined the transcriptomic features of the left atrium in SHRs. GO, GSEA, and KEGG pathway analysis suggested that the regulated transcripts were attributed to multiple functions, such as TGF-beta signaling pathway, SMAD signaling pathway, fatty acid metabolism, oxidative phosphorylation, the citrate cycle, propanoate metabolism, NF-κB pathway, MAPK, and calcium signaling pathway, which could be associated with atrial fibrosis, inflammation, electrical remodeling, and metabolic changes. According to the KDA analysis of DEGs and further relation network with KEGG pathway analysis, most key driver genes were involved in cardiac metabolism, such as fatty acid metabolism, carbon metabolism, propanoate metabolism and PPAR signaling pathway, suggesting these pathways may play pivotal roles in the pathophysiology of atrial fibrillation in hypertension. Meanwhile, we noticed that *Hadha*, *Hadhb*, and *Eci2*, the top three of the hub genes, were both related to fatty acid metabolism. Cardiac remodeling is characterized by metabolic remodeling, especially down-regulation of fatty acid oxidation, which can further aggravate pathological remodeling (Kolwicz et al., 2013; Mouton et al., 2020). Hadha and Hadhb play a key role in fatty acid oxidation and cardiolipin remodeling, and are involved in cardiac remodeling and systolic dysfunction in heart failure (Le et al., 2014; Miklas et al., 2019; Dagher et al., 2021). The expression of PPAR and medium chain Acyl CoA dehydrogenase was decreased in 4-month-old SHRs (Purushothaman et al., 2011). PPAR activation and increased fatty acid metabolism were observed in SHRs after 4 months treatment of medium-chain triglycerides, accompanied by reduction of oxidative stress and improvement of myocardial hypertrophy (Saifudeen et al., 2017). Our results proved that genes involved in fatty acid metabolism were significantly dysregulated before the onset of heart failure, even before cardiac structural changes, suggesting that fatty acid metabolim may be involved in the structural remodeling of left atrium at the early stage of hypertension.

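Beyond the hub genes, the fatty acid transporter gene Cd36, chosen after its values were seen, was at 1557, 1440 and 1679 CPM in the WKY libraries and at 66.4, 186 and 63.7 CPM in the SHR libraries (log2 fold change -3.89, standard error 0.48, adjusted p = 0.00600, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ARNI replicate 2 it was at 315 CPM, below every WKY library. Hadha, Hadhb, Eci2 and Acadl lay above every WKY library there, so Cd36 did not follow them. Pdk4 was at 183, 190 and 246 CPM in the WKY libraries, at 31.4, 106 and 40.3 CPM in the SHR libraries, and at 245 CPM in ARNI replicate 2. When each library was left out in turn, the median log2 fold change of the fatty acid degradation list stayed at -0.76 or below, down to -1.08. Every WKY library had a lower marker score than every SHR library, so leaving out 1 library cannot separate the score from the group.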

The following contents will describe the transcriptional characteristics of hypertensive left atrial in terms of atrial fibrosis, cardiac metabolism, cardiac inflammation, and electrical remodeling.

#### 4.1.1 Fibroblast proliferation and atrial fibrosis

In the present study, genes involved in the TGF-β signaling pathway were significantly dysregulated. 

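The increase of the TGF-β signaling list in the SHR group was not past the threshold without SHR replicate 3 (median log2 fold change 0.11, adjusted p = 0.0610 by camera with Benjamini-Hochberg adjustment), and its adjusted p was 0.131 under fry and 0.627 with an estimated correlation. Between the ARNI and SHR groups the list had a median of -0.02 (adjusted p = 0.899, camera).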

The TGF-β1 pathway is involved in the development and propagation of AF. The TGF-β1 pathway is linked to atrial fibrosis, and the most common mechanisms involved include the SMAD signaling pathway, the endothelial to mesenchymal transition, and the CD44 signaling pathway (Babapoor-Farrokhran et al., 2021). A recent study showed that serum levels of TGF-β1 gradually increased in the following four groups: control group, hypertensive patients, paroxysmal AF secondary to hypertension, and chronic AF secondary to hypertension, thereby demonstrating that TGF-β1 may contribute to the initiation and sustainment of AF in hypertensive patients *via* atrial remodeling and fibrosis (Lin et al., 2015). The upregulated expression of TGF-β in the atrium results in increased collagen I and III fibrosis, and pirfenidone significantly reduces arrhythmogenic atrial remodeling by suppressing TGF-β1 expression (Lee et al., 2006; Kong et al., 2014). In summary, hypertension may lead to left atrial fibrosis and structural remodeling, and further increase the susceptibility to AF by upregulating TGF-β1.

#### 4.1.2 Cardiac metabolic remodeling

The abnormal metabolic milieu is considered a critical amplifier in cardiac injury during hypertension and it plays an essential role in AF (Pfeffer et al., 2019). In a previous study of the early stage of hypertension development, profound changes in metabolites were observed before the impairment of cardiac function, which comprised increased glucose uptake and oxidation, an increased substrate supply, and elevated pyruvate and fatty acyl groups (Li et al., 2019). Abnormal myocardial fatty acid metabolism was shown to induce the incidence and persistence of AF (Shingu et al., 2020). Changes in fatty acid metabolism, oxidative phosphorylation, and the citrate cycle were also observed in our study. 

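The citrate cycle list was lower in the SHR group than in the WKY group (median log2 fold change -0.78, 25 of 28 genes lower, adjusted p = 7.29e-06 by camera with Benjamini-Hochberg adjustment). Oxidative phosphorylation was also lower (median -0.47, 80 of 92 genes lower, adjusted p = 7.29e-06). Without SHR replicate 3 the median of oxidative phosphorylation was -0.22 (adjusted p = 0.0204), and without SHR replicate 2 it was -0.73 (adjusted p = 1.91e-12). A gene set enrichment on genes ranked by signal-to-noise, as in GSEA, placed oxidative phosphorylation on the higher side in the SHR group (adjusted p = 0.599, fgsea). With the marker score as covariate, chosen after seeing the data, both lists were higher in the SHR group (adjusted p of 0.00319 for the citrate cycle and 1.86e-21 for oxidative phosphorylation, camera). As the WKY and SHR scores do not overlap, both values are extrapolated.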

Mitochondrial dysfunction is a significant feature of the heart in hypertensive patients and it leads to the transformation of metabolism to glycolysis (Zhang et al., 2015). Nevertheless, insulin resistance reduces the utilization of glucose, which further aggravates myocardial injury (Mouton et al., 2020). Similarly, in our study, we observed significant changes in genes associated with mitochondria and insulin resistance.

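Genes of the mitochondrial ribosome were lower in the SHR group (median log2 fold change -0.39, 66 of 74 genes lower, adjusted p = 2.48e-06 by camera with Benjamini-Hochberg adjustment), and higher with the marker score as covariate, chosen after seeing the data (adjusted p = 4.27e-12). The cytosolic ribosome list went the other way (median 0.23, 75 of 85 higher, adjusted p = 9.20e-05). A list of insulin resistance genes was not analysed here.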

#### 4.1.3 Oxidative stress and inflammation

Both NF-κB and MAPK can be activated by toll-like receptors to increase the expression of cytokines such as IL-6 and TNF, which induce inflammation, which participates in atrial remodeling (Kawano et al., 2005; Kawai and Akira, 2010). NF-κB may be involved in the oxidative stress process through the phosphatidylinositol 3-kinase/protein kinase B pathway, which is a common signal that cross-links with nuclear factor E2-related factor 2 (Nrf2) (Jayasooriya et al., 2014). Inhibition of NF-κB has been shown to activate Nrf2, which protects the cardiovascular system from pathological cardiac remodeling by reducing oxidative stress responses (Zhou et al., 2014). 

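The NF-kappa B list had a median log2 fold change of -0.07 between the SHR and WKY groups (40 of 81 genes higher and 41 lower, adjusted p = 0.947 by camera with Benjamini-Hochberg adjustment). It turned higher under fry (adjusted p = 0.798) and without SHR replicate 2 (adjusted p = 0.481, camera). Among the upregulated DEGs it held 4 genes, where chance gives 4.49 (one-sided Fisher's exact test, adjusted p = 1).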

We found that genes associated with the NF-κB pathway were significantly dysregulated in the left atrium of SHRs, thereby suggesting that overloaded hypertension may induce atrial remodeling through NF-κB and further increase the incidence of AF. Hypertension-induced atrial remodeling activates hypoxia-inducible factor-1(HIF-1), which further activates monocyte libraries and proinflammatory cytokines (Rius et al., 2008; Fujisaka et al., 2013).

#### 4.1.4 Ion channel, cell junction, and electrical remodeling

High hydrostatic pressure has been shown to affect the expression of potassium and calcium channels in the left auricle in SHRs and lead to electrical remodeling of the left atrium (Li et al., 2020). Similarly, we found that genes related to ion channels were significantly dysregulated in the left atrium of SHRs. 

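As a whole list, the voltage-gated ion channels had a median log2 fold change of 0.10 in the SHR group (40 of 77 genes higher and 37 lower, adjusted p = 0.579 by camera with Benjamini-Hochberg adjustment), and the direction reversed without a filter on low counts (adjusted p = 0.975). Kcnj3, the gene of a potassium channel subunit, was at 55.0, 53.7 and 43.8 CPM in the WKY libraries and 281, 136 and 198 CPM in the SHR libraries (log2 fold change 2.00, standard error 0.27, adjusted p = 0.00740, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ARNI replicate 2 it was at 44.9 CPM. Kcnj3 is an atrial marker of the score, so a different share of atrial and ventricular tissue stays open as the cause. Kcna5, also listed as an atrial marker of the score, was lower in the SHR group (log2 fold change -1.76, standard error 0.55) but not past the threshold (adjusted p = 0.0640, edgeR). It passed with DESeq2 (-1.77, adjusted p = 0.00899) and without SHR replicate 2 (-2.48, adjusted p = 0.00602, edgeR).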

The mechanisms associated with AF include triggers that generate ectopic activity or modifiers of substrate promoted re-entry (Thomas and Abhayaratna, 2017). Electrical remodeling plays a crucial role in AF and its molecular mechanism is based on ion channel expression and/or phosphorylation (Schotten et al., 2011). In particular, electrical reconstruction promoted ion channel (decreased L-type Ca2+ current, rectifier background K+ current) changes to result in a shortened atrial effective refractory period, prolonged excitability interval, and facilitated re-entry (Wiedmann et al., 2018; Dridi et al., 2020).

### 4.2 Potential mechanisms of reversing atrial remodeling by ARB/ARNI

In the present study, we observed a common metabolism-related gene change in the ARB-treated and ARNI-treated groups. 

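The hub genes had been chosen on the SHR and WKY libraries. As a list they were higher in the ARNI group than in the SHR group (median log2 fold change 0.41, 20 of 20 genes higher, adjusted p = 0.00467 by camera with Benjamini-Hochberg adjustment), but lower without ARNI replicate 2 (median -0.13, adjusted p = 0.271), and did not pass without SHR replicate 1 (0.147) or SHR replicate 3 (0.327). In the ARB group their median was -0.06 (5 of 20 genes higher, adjusted p = 0.725), with -0.44 without ARB replicate 3 (adjusted p = 5.76e-05) and 0.39 without SHR replicate 2 (adjusted p = 0.00169). Between the ARNI and ARB groups it was 0.48 (20 of 20 higher, adjusted p = 0.0135), with -0.10 without ARNI replicate 2 (adjusted p = 0.534), and the list did not pass without ARB replicate 1 (0.319) or ARB replicate 2 (0.249). The mitochondrial ribosome list was higher under both drugs (median 0.14 and adjusted p = 8.50e-05 in the ARB group, median 0.16 and adjusted p = 2.83e-04 in the ARNI group, camera), and did not pass in the ARB group without SHR replicate 3 (adjusted p = 0.898) or ARB replicate 3 (0.6), nor in the ARNI group without SHR replicate 3 (0.979) or ARNI replicate 2 (0.232).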

Renin–angiotensin system blockers can potentially improve cardiometabolic parameters, such as insulin resistance, glucose metabolism, and adipose tissue dysfunction (Jahandideh and Wu, 2020). 

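Between the SHR and WKY groups, the propanoate metabolism list was lower in the SHR group (median log2 fold change -0.85, 25 of 28 genes lower, adjusted p = 4.32e-06 by camera with Benjamini-Hochberg adjustment). The fatty acid elongation list had a median of -0.14 (13 of 22 genes lower, adjusted p = 0.420). With the marker score as covariate, chosen after seeing the data, both turned higher in the SHR group (adjusted p of 0.00278 for propanoate metabolism and 0.0359 for fatty acid elongation, camera). Of 2288 genes with an absolute log2 fold change of at least 1 between the SHR and WKY groups, 83.7% moved the opposite way in the ARNI group against the SHR group and 56.4% in the ARB group. Because both comparisons use the SHR libraries, simulated unchanged groups gave 61.4% to 66.3% for the ARNI group and 62.1% to 66.3% for the ARB group. The simulation drew each gene on its own, which leaves out genes that move together between libraries, so these ranges can be too narrow. Of the 20 ways to assign the 6 SHR and ARNI libraries to the 2 groups, 7 gave at least the share of the ARNI group, and so did 2 of the 8 that swap libraries only within a replicate number.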

Interestingly, these regulated pathways involved in cardiac metabolism, especially regulated by ARNI, such as fatty acid elongation and propanoate metabolism, were also dysregulated in the SHR. Therefore, we speculate that ARNI and ARB may reverse atrial remodeling by uniformly alleviating cardiometabolic dysfunction. Previous studies have shown that ARNI can improve cardiac function in patients with heart failure by improving ventricular fibrosis, reducing cardiac hypertrophy and cardiac inflammation (Lara et al., 2012; Pascual-Figal et al., 2021), while cardiac metabolism was rarely mentioned. The main source of energy consumed by healthy myocardium is fatty acid oxidation, whereas a shift from free fatty acid to glucose utilization is observed in failing heart (Li et al., 2019). Our results provide a new insight for the application of ARNI in the early prevention of heart failure caused by overloaded pressure.

Given the superior prognosis when treating cardiovascular disease with sacubitril/valsartan compared with ARB, we compared the differences in the left atrium under treatment with these drugs. The results showed that the regulated mRNAs were enriched in ECM-receptor interactions and the cGMP-PKG signaling pathway. Notably, genes involved in cGMP-PKG signaling pathway were up-regulated in SHR, but the expression changes of these genes were reversed in the sacubitril/valsartan treated rats. 

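Between the SHR and WKY groups, the cGMP-PKG list had a median log2 fold change of -0.10 (53 of 127 genes higher and 74 lower, adjusted p = 0.420 by camera with Benjamini-Hochberg adjustment), and it went the other way under fry (adjusted p = 0.486) and in the ranked enrichment (0.632, fgsea). Of the 53 genes of the list that were higher in the SHR group, 62.3% were lower in the ARNI group than in the SHR group. Unchanged groups simulated from the SHR libraries, the SHR group among them, gave 44.9% to 75.0%. As a whole the list was higher in the ARNI group than in the SHR group (median 0.08, 94 of 127 genes higher, adjusted p = 0.0263, camera), and was past the threshold in none of the 6 fits that left out 1 library (adjusted p from 0.0505 to 0.144). It passed with the replicate number as a block (adjusted p = 0.00748) and with the marker score as covariate, chosen after seeing the data (adjusted p = 0.0426, camera). Among genes of the natriuretic peptide pathway, Nppa was higher in the SHR group than in the WKY group (log2 fold change 7.82, adjusted p = 0.00703, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0524 without WKY replicate 2), and was at 45.1 CPM in ARNI replicate 2. Nppa is an atrial marker of the score, so a different share of atrial and ventricular tissue stays open as the cause. Mme, which encodes neprilysin, was lower in the SHR group (-2.03, adjusted p = 0.0450, edgeR), and passed in 1 of the 6 fits that left out 1 library, that without SHR replicate 3 (highest adjusted p 0.137, without WKY replicate 3). Npr2 was lower without reaching the fold threshold (-0.44, adjusted p = 0.0459, up to 0.138 without WKY replicate 1), and Prkg1 and Npr1 were not past the threshold (0.31 and 0.02, adjusted p of 0.466 and 0.946, edgeR). Between the ARNI and SHR groups, the log2 fold change was -0.76 for Nppa, 0.20 for Npr2, -0.24 for Prkg1 and 2.33 for Mme (adjusted p = 0.999 for each, edgeR). The paper proposes that sacubitril/valsartan acts on the left atrium through this pathway.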

As an inhibitor of endopeptidase enzyme neprilysin, sacubitril/valsartan reduces natriuretic peptides (NPs) degradation and lead to enhanced NP action (Ishii et al., 2017). NPs act as key negative regulators during cardiac hypertrophy and remodeling by activating cGMP-dependent PKG (Takimoto, 2012; Kong and Blanton, 2013). A recent study has shown that sacubitril/valsartan can significantly improve stress-induced myocardial fibrosis by regulating atrial natriuretic peptide-induced PKG signaling in cardiac fibroblasts and inhibiting the expression of fibroblast transformation-related processes, which are not generated by treatment with the molar equivalent of valsartan (Burke et al., 2019), and our results are consistent with these changes. Besides, sacubitril valsartan was shown to significantly increase circulating cGMP levels in beagles compared with valsartan (Mochel et al., 2019). Therefore, we hypothesized that sacubitril/valsartan may reverse hypertension-induced left atrial remodeling through cGMP-PKG signaling pathway, which need further *in vivo* and *in vitro* experiments to confirm.

## 5 Conclusion

In this study, we employed transcriptomic analysis using RNA-seq to determine the changes in the gene expression levels in the left atrium in SHRs compared with WKY rats, and SHRs under treatment with anti-hypertension drugs. Intensive bioinformatics analysis identified atrial fibrosis, inflammation, electrical remodeling, and metabolism changes as critical BPs, and essential pathways were also identified under sacubitril/valsartan and ARB interventions. 

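Rac1 (gene ID 363875) was at 273 ± 1.58 CPM in the WKY group and 264 ± 13.0 CPM in the SHR group (SD, n = 3 libraries each), a log2 fold change of -0.05 (standard error 0.09, adjusted p = 0.697, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between the SHR libraries. Against the SHR group its log2 fold change was 0.06 in the ARB group and 0.02 in the ARNI group (adjusted p = 1.00 and 0.999, edgeR), so no difference was detectable with 3 libraries per group.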

Meanwhile, we emphasize the importance of cardiac metabolic remodeling and Rac1 in inducing and reversing left atrial remodeling at the early stage of hypertension. Overall, the results obtained in this study might provide insights into the underlying mechanisms associated with the AF substrate in spontaneous hypertension and potential treatment targets for preventing the incidence of AF in hypertension.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov; GSE207283.

# Supplementary material for: Transcriptomic profile analysis of the left atrium in spontaneously hypertensive rats in the early stage
**Source:** Front Pharmacol. 2022 Oct 17;13:989636. doi: 10.3389/fphar.2022.989636
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

All RNA- sequencing data have been uploaded to the GEO database.To review GEO accession GSE207283: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207283. Enter token ihmjsaoahhorzsb into the box.

All the image data of left atrial tissue sections, including HE, Masson and IHC, have been uploaded to nut Cloud. (https://www.jianguoyun.com/c/sd/157fd3a/6ba82530c228f556)

# Supplementary Figures and Tables

## Supplementary Figures

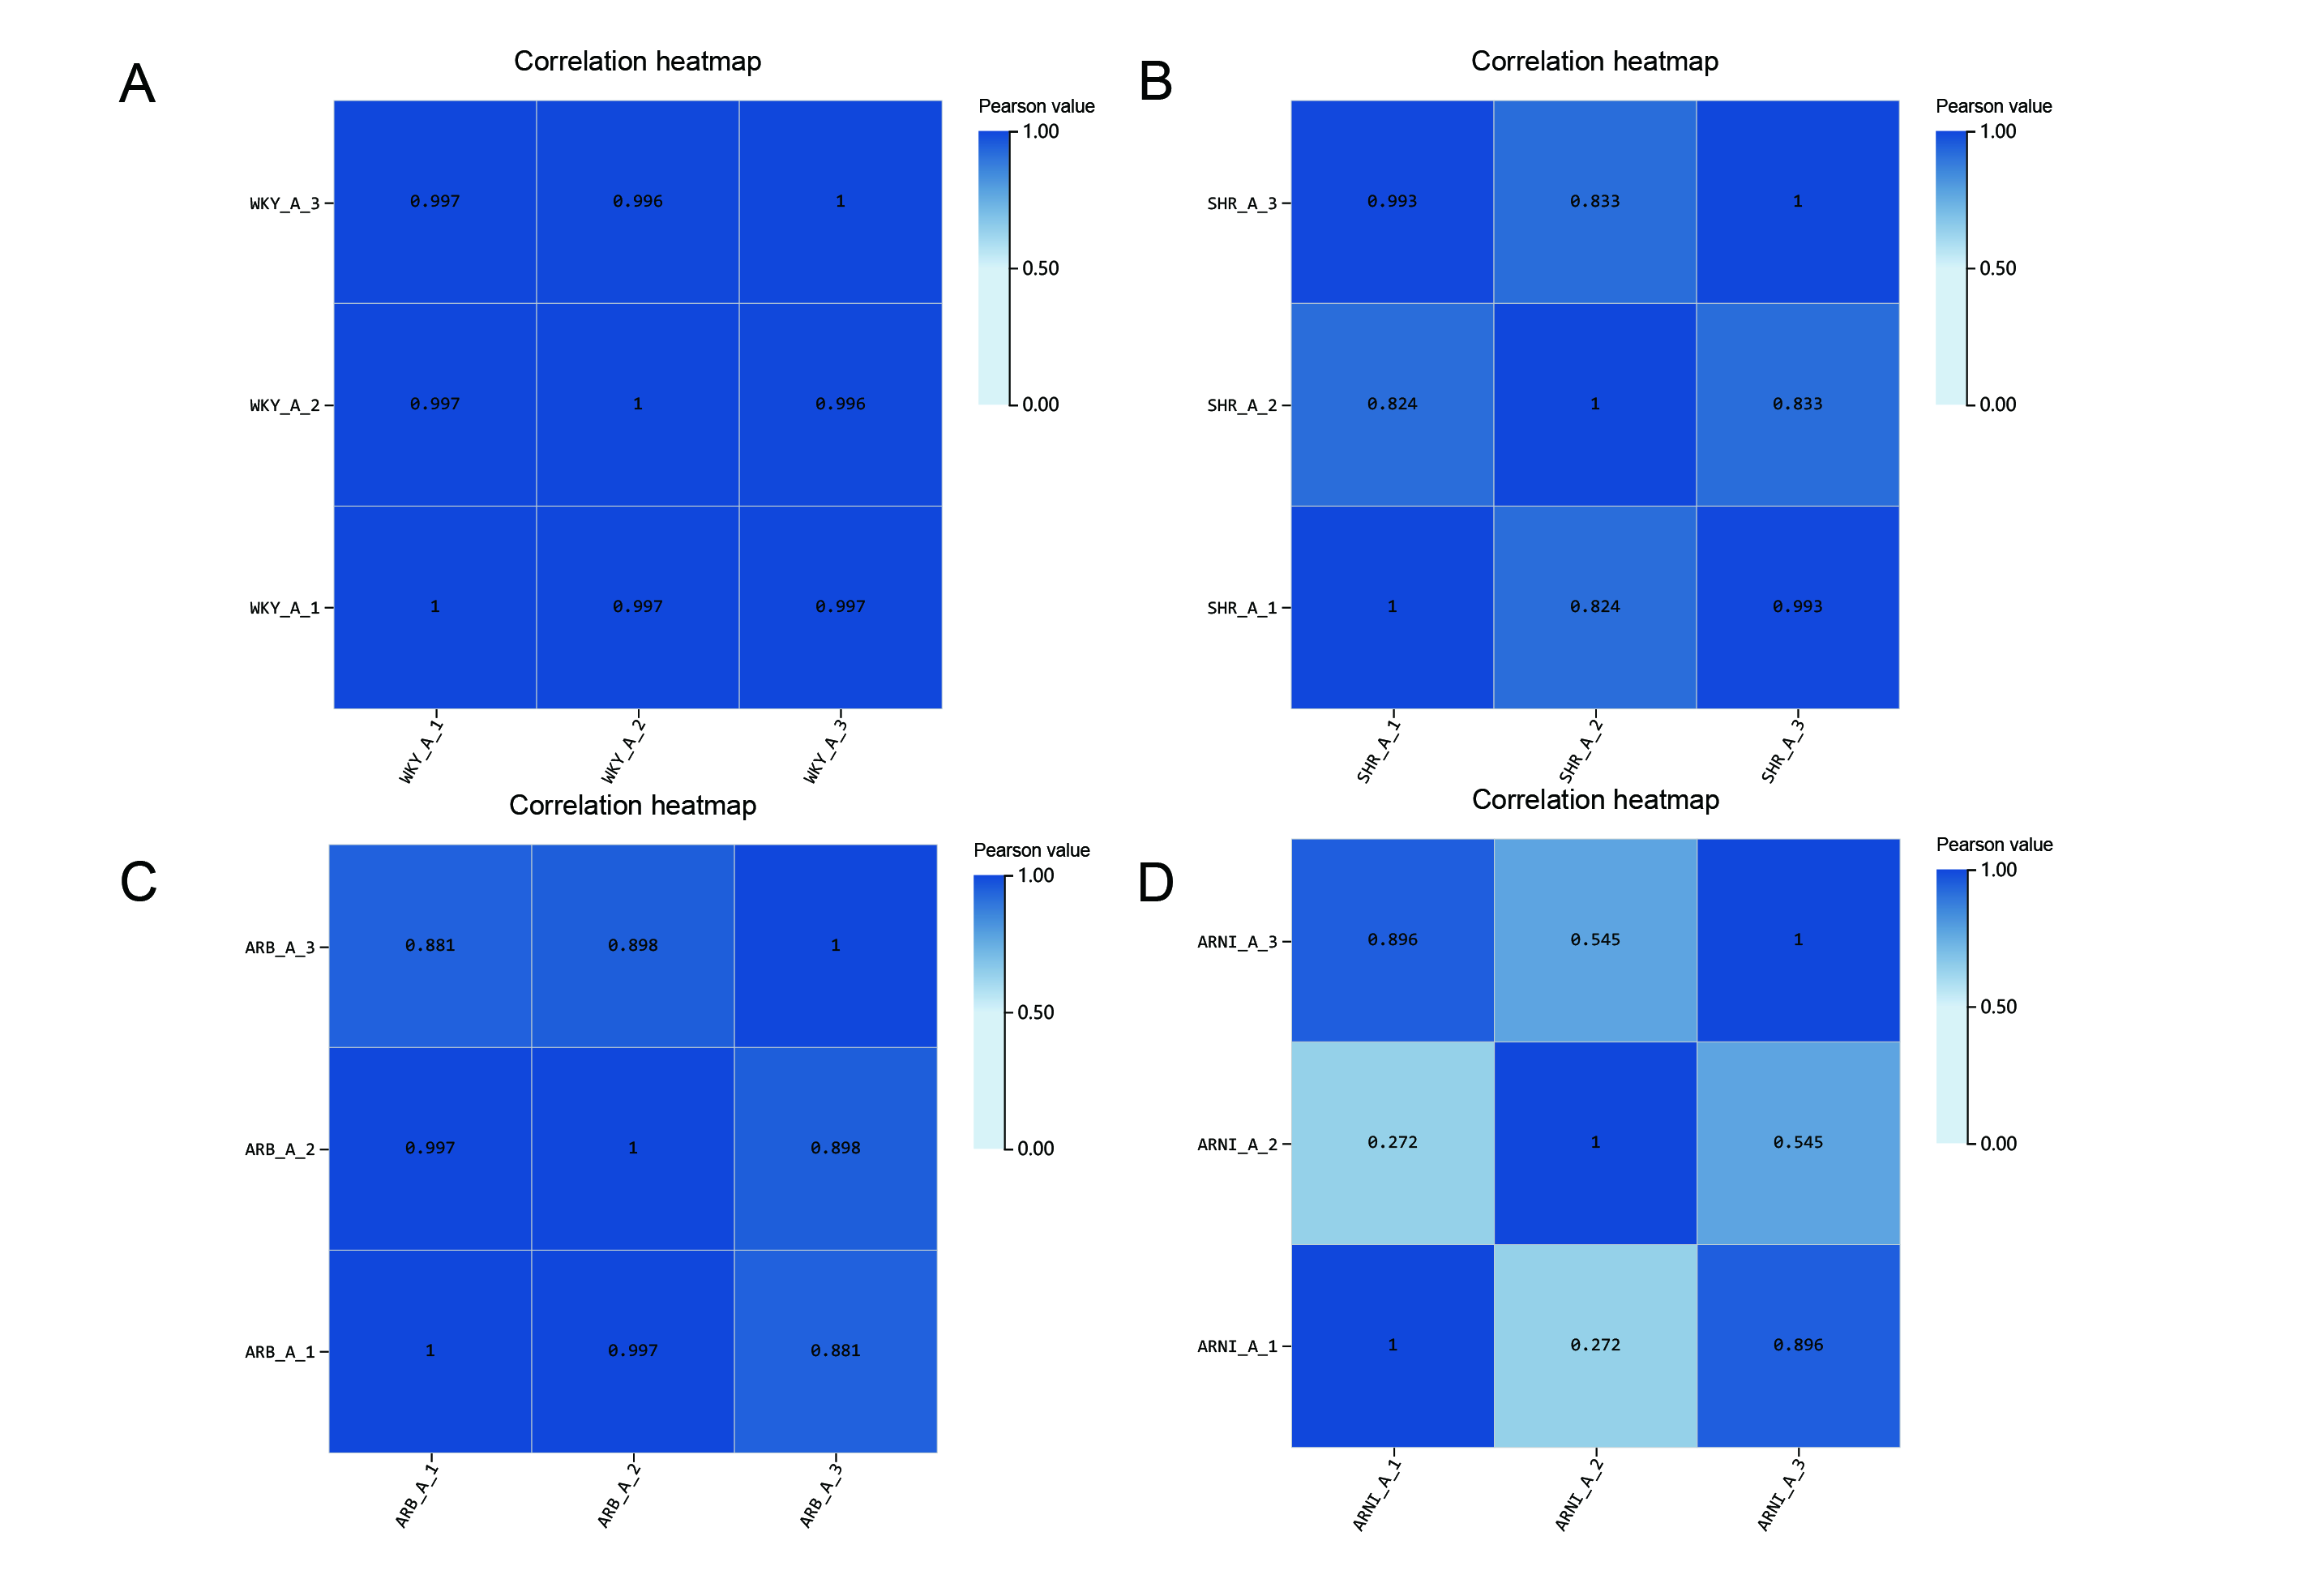

**Supplementary Figure 1.** correlation heatmap analysis of WKY rats (A), SHR (B), ARB-treated group (C), and ARNI-treated group (D).

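The heatmaps give Pearson correlations across genes between the libraries of each group. On untransformed CPM values, which the most abundant genes dominate, they were 0.997 to 0.999 in the WKY group. In the SHR group, replicates 1 and 2 had a correlation of 0.831, replicates 1 and 3 of 0.976 and replicates 2 and 3 of 0.891. In the ARB group the values were 0.992, 0.905 and 0.915 in the same order, and in the ARNI group 0.659, 0.921 and 0.852.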

## Supplementary Tables

| ratio of inflammatory cell infiltration and necrosis area to the entire field | score |
| --- | --- |
| none | 0 |
| 0-25% | 1 |
| 25%-50% | 2 |
| 50%-75% | 3 |
| 75%-100% | 4 |

**Supplementary Table 1.** Scoring criteria for HE staining sections.

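The table scores necrosis and inflammation in hematoxylin and eosin sections. It lists 4 sections and 12 fields, for every group, while the methods give 1 section from each of 3 rats per group. No field in any group was scored for necrosis (0 of 12 in each). Inflammation was scored 1 in 2 fields of the ARNI group and in 0 fields of the other groups.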

**Supplementary Table 2.** Scores of different HE section fields in the 4 groups.

| Name | IOD | Area | AREAL DENSITY |
| --- | --- | --- | --- |
| ARB1 3 masson 200-1 | 11998.79 | 722352 | 0.016611 |
| ARB1 3 masson 200-2 | 11130.45 | 1121625 | 0.009924 |
| ARB1 3 masson 200-3 | 11977.4 | 1262580 | 0.009486 |
| ARB1 8 masson 200-1 | 3562.262 | 1128003 | 0.003158 |
| ARB1 8 masson 200-2 | 2816.074 | 913540 | 0.003083 |
| ARB1 8 masson 200-3 | 755.1847 | 1168635 | 0.000646 |
| ARB1 2 masson 200-1 | 16025.62 | 822071 | 0.019494 |
| ARB1 2 masson 200-2 | 7427.617 | 967129 | 0.00768 |
| ARB1 2 masson 200-3 | 16409.02 | 688202 | 0.023843 |
| ARB1 4 masson 200-1 | 7852.616 | 671024 | 0.011702 |
| ARB1 4 masson 200-2 | 22740.27 | 658161 | 0.034551 |
| ARB1 4 masson 200-3 | 10507 | 693930 | 0.015141 |
| ARNI 1 3 masson 200-1 | 25005.4 | 1006685 | 0.024839 |
| ARNI 1 3 masson 200-2 | 31104.92 | 1466486 | 0.021211 |
| ARNI 1 3 masson 200-3 | 11710.19 | 1260859 | 0.009287 |
| ARNI 1 8 masson 200-1 | 7095.323 | 1265609 | 0.005606 |
| ARNI 1 8 masson 200-2 | 8014.805 | 1442062 | 0.005558 |
| ARNI 1 8 masson 200-3 | 7412.578 | 1436891 | 0.005159 |
| ARN1 1 2 masson 200-1 | 1168.784 | 1101163 | 0.001061 |
| ARN1 1 2 masson 200-2 | 17955.32 | 731467 | 0.024547 |
| ARN1 1 2 masson 200-3 | 10924.21 | 836987 | 0.013052 |
| ARN1 1 4 masson 200-1 | 10278.23 | 709737 | 0.014482 |
| ARN1 1 4 masson 200-2 | 15173.25 | 834899 | 0.018174 |
| ARN1 1 4 masson 200-3 | 6249.282 | 832555 | 0.007506 |
| SHR 1 3 masson 200-1 | 9669.349 | 855598 | 0.011301 |
| SHR 1 3 masson 200-2 | 12869.23 | 1001946 | 0.012844 |
| SHR 1 3 masson 200-3 | 2139.391 | 1336908 | 0.0016 |
| SHR 1 8 masson 200-1 | 7561.247 | 830800 | 0.009101 |
| SHR 1 8 masson 200-2 | 8164.092 | 1133536 | 0.007202 |
| SHR 1 8 masson 200-3 | 8100.14 | 913145 | 0.008871 |
| SHR1 2 masson 200-1 | 6694.145 | 805752 | 0.008308 |
| SHR1 2 masson 200-2 | 5860.371 | 880386 | 0.006657 |
| SHR1 2 masson 200-3 | 5307.847 | 815933 | 0.006505 |
| SHR1 4 masson 200-1 | 10428.91 | 955894 | 0.01091 |
| SHR1 4 masson 200-2 | 13083.93 | 850332 | 0.015387 |
| SHR1 4 masson 200-3 | 6224.419 | 756392 | 0.008229 |
| WKY 1 3 masson 200-1 | 3207.638 | 1388478 | 0.00231 |
| WKY 1 3 masson 200-2 | 3295.61 | 1371174 | 0.002403 |
| WKY 1 3 masson 200-3 | 1868.105 | 1474560 | 0.001267 |
| WKY 1 8 masson 200-1 | 5303.481 | 914094 | 0.005802 |
| WKY 1 8 masson 200-2 | 5157.273 | 964917 | 0.005345 |
| WKY 1 8 masson 200-3 | 1266.487 | 1266750 | 0.001 |
| WKY 1 2 masson 200-1 | 6326.89 | 1187714 | 0.005327 |
| WKY 1 2 masson 200-2 | 2494.432 | 1328619 | 0.001877 |
| WKY 1 2 masson 200-3 | 280.3143 | 1382025 | 0.000203 |
| WKY 1 4 masson 200-1 | 129.3317 | 1368723 | 0.000094 |
| WKY 1 4 masson 200-2 | 528.7747 | 1060642 | 0.000499 |
| WKY 1 4 masson 200-3 | 36.49689 | 1444924 | 0.000025 |

**Supplementary Table 3.** Areal density of different Masson section field in the 4 groups.

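Areal density is the integrated optical density of the collagen stain divided by the tissue area. Computed from the table's fields as the mean of 4 section means, it was 0.00218 ± 0.00158 in the WKY group, 0.00891 ± 0.00184 in the SHR group, 0.0129 ± 0.00790 in the ARB group and 0.0125 ± 0.00536 in the ARNI group (SD, n = 4 sections). The SHR and WKY sections did not overlap. The 4 sections are more than the 3 rats of a group, and which rat each came from is not given, so no p-value is given.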

| Name | area of collagen fibers | Area | area ratio of collagen fibers（%） |
| --- | --- | --- | --- |
| ARB1 2 masson 200-1 | 71275 | 722352 | 9.867073 |
| ARB1 2 masson 200-2 | 73582 | 1121625 | 6.560303 |
| ARB1 2 masson 200-3 | 79331 | 1262580 | 6.283245 |
| ARB1 8 masson 200-1 | 26228 | 1128003 | 2.325171 |
| ARB1 8 masson 200-2 | 18323 | 913540 | 2.005714 |
| ARB1 8 masson 200-3 | 4908 | 1168635 | 0.419977 |
| ARB1 3 masson 200-1 | 74280 | 822071 | 9.0357159 |
| ARB1 3 masson 200-2 | 37160 | 967129 | 3.8423003 |
| ARB1 3 masson 200-3 | 83883 | 688202 | 12.188718 |
| ARB1 4 masson 200-1 | 33429 | 671024 | 4.981789 |
| ARB1 4 masson 200-2 | 93210 | 658161 | 14.162188 |
| ARB1 4 masson 200-3 | 43045 | 693930 | 6.2030752 |
| ARNI 1 2 masson 200-1 | 177677 | 1006685 | 17.64971 |
| ARNI 1 2 masson 200-2 | 199341 | 1466486 | 13.59311 |
| ARNI 1 2 masson 200-3 | 70996 | 1260859 | 5.630764 |
| ARNI 1 8 masson 200-1 | 48414 | 1265609 | 3.825352 |
| ARNI 1 8 masson 200-2 | 52676 | 1442062 | 3.652825 |
| ARNI 1 8 masson 200-3 | 46009 | 1436891 | 3.201983 |
| ARN1 1 3 masson 200-1 | 4730 | 1101163 | 0.4295459 |
| ARN1 1 3 masson 200-2 | 72794 | 731467 | 9.9517818 |
| ARN1 1 3 masson 200-3 | 42657 | 836987 | 5.0964949 |
| ARN1 1 4 masson 200-1 | 41916 | 709737 | 5.9058496 |
| ARN1 1 4 masson 200-2 | 65043 | 834899 | 7.7905232 |
| ARN1 1 4 masson 200-3 | 26872 | 832555 | 3.2276546 |
| SHR 1 2 masson 200-1 | 62223 | 855598 | 7.272457 |
| SHR 1 2 masson 200-2 | 77406 | 1001946 | 7.725566 |
| SHR 1 2 masson 200-3 | 15129 | 1336908 | 1.131641 |
| SHR 1 8 masson 200-1 | 48590 | 830800 | 5.84858 |
| SHR 1 8 masson 200-2 | 53146 | 1133536 | 4.688515 |
| SHR 1 8 masson 200-3 | 56272 | 913145 | 6.162439 |
| SHR 1 3 masson 200-1 | 35850 | 805752 | 4.4492598 |
| SHR 1 3 masson 200-2 | 30503 | 880386 | 3.4647302 |
| SHR 1 3 masson 200-3 | 32976 | 815933 | 4.0415083 |
| SHR 1 4 masson 200-1 | 43213 | 955894 | 4.5206895 |
| SHR 1 4 masson 200-2 | 51630 | 850332 | 6.0717461 |
| SHR 1 4 masson 200-3 | 28231 | 756392 | 3.732324 |
| WKY 1 2 masson 200-1 | 16683 | 1388478 | 1.201531 |
| WKY 1 2 masson 200-2 | 19067 | 1371174 | 1.39056 |
| WKY 1 2 masson 200-3 | 10829 | 1474560 | 0.734389 |
| WKY 1 8 masson 200-1 | 31135 | 914094 | 3.406105 |
| WKY 1 8 masson 200-2 | 26670 | 964917 | 2.763968 |
| WKY 1 8 masson 200-3 | 7514 | 1266750 | 0.593172 |
| WKY 1 3 masson 200-1 | 20921 | 1187714 | 1.761451 |
| WKY 1 3 masson 200-2 | 9258 | 1328619 | 0.6968138 |
| WKY 1 3 masson 200-3 | 1372 | 1382025 | 0.0992746 |
| WKY 1 4 masson 200-1 | 469 | 1368723 | 0.0342655 |
| WKY 1 4 masson 200-2 | 2121 | 1060642 | 0.1999732 |
| WKY 1 4 masson 200-3 | 197 | 1444924 | 0.0136339 |

**Supplementary Table 4.** The area ratio of collagen fibers of different Masson section field in the 4 groups.

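The collagen area ratio is the share of the tissue area stained as collagen. As the mean of 4 section means it was 1.08% ± 0.899 in the WKY group, 4.93% ± 0.712 in the SHR group, 6.49% ± 3.29 in the ARB group and 6.66% ± 3.86 in the ARNI group (SD, n = 4 sections). As the sections are not known to come from different rats, no p-value is given. The tissue area of all 48 fields is the same in this table and in that of areal density, but for 24 fields the section number differs between the tables, so the section means rest on each table's own numbering.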

| Names of Images | Mean Density |
| --- | --- |
| SHR1 TGF-β 6 200-1 | 0.409 |
| SHR1 TGF-β 6 200-2 | 0.4221 |
| SHR1 TGF-β 6 200-3 | 0.7559 |
| SHR1 TGF-β 6 200-4 | 0.4158 |
| SHR1 TGF-β 6 200-5 | 0.3884 |
| SHR1 TGF-β 6 200-6 | 0.3869 |
| WKY1 TGF-β 3 200-1 | 0.3775 |
| WKY1 TGF-β 3 200-2 | 0.3782 |
| WKY1 TGF-β 3 200-3 | 0.3855 |
| WKY1 TGF-β 3 200-4 | 0.3888 |
| WKY1 TGF-β 3 200-5 | 0.384 |
| WKY1 TGF-β 3 200-6 | 0.3859 |

**Supplementary Table 5.** Mean density of different section in immunohistochemistry analysis in the 4 groups.

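The mean density is the integrated optical density of the TGF-β1 stain divided by the number of positive cells. For the WKY and SHR groups the table gives 6 fields of 1 section each, which are not independent animals, so no test was run. The mean was 0.463 ± 0.144 in the SHR group (SD, 6 fields) and 0.383 ± 0.00452 in the WKY group. In the SHR group the highest field was at 0.756 and the mean without it was 0.404. Of the 6 SHR fields, 4 lay above every WKY field.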

How the deposited data were processed for this re-analysis (not part of the article)

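RNA from the left atrium of 12 rats was measured by RNA-seq, with 3 libraries in each of 4 groups (WKY, SHR, ARB and ARNI). The rats were 14 weeks old at purchase and were treated for 4 weeks with saline (7.5 ml/kg/day, WKY and SHR groups), valsartan (30 mg/kg/day, ARB group) or sacubitril/valsartan (60 mg/kg/day, ARNI group). For 6 libraries, those of the WKY and SHR groups, the strain words of the title and the name of the library point to different strains, and the libraries were grouped by name, as in the study's heatmaps. The labels of the ARB and ARNI libraries name the WKY strain beside an SHR phenotype, and they were taken as SHRs, as the paper states.

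The authors filtered the reads with SOAPnuke, aligned them with HISAT2 and Bowtie2, and deposited expected counts per gene from RSEM, which are estimated counts without normalization. They did not name the genome build or the annotation. The deposited table lists 37246 genes by NCBI identifier, of which 21239 have counts and 16007 have none. Of those with counts, 2036 had no read in any library, 8 symbols occurred more than once, and 23.6% of the values were not whole. All genes with counts have a symbol, and 19467 identifiers (91.7%) were found in a GRCr8 gene table, which was used for names only. The same deposited table holds 2 columns of the authors' own comparison, the log2 fold change of SHR over WKY and its p-value from DESeq2, which were used only for the overlap with the DEGs called here.

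From the expected counts, rounded to whole numbers, the following was computed. Genes with low counts were removed by edgeR's filterByExpr, libraries were scaled by TMM, and pairs of groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the 6 libraries of the pair. P-values were adjusted by the Benjamini-Hochberg method, and DEGs had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, the study's thresholds. Standard errors of log2 fold changes were derived from the F statistic. In all, 21 gene lists were tested with limma's camera (3.58.1, preset correlation 0.01, at least 5 genes tested per list) on log2 CPM with a prior count of 1. The medians of lists are those of differences of mean log2 CPM, which are not on the scale of edgeR's fold changes of single genes. The lists of pathway members were written by hand, because the KEGG lists were not used here, so their members can differ from those of the study. Over-representation among DEGs was tested with one-sided Fisher's exact tests. The separation of groups was tested with 100000 one-sided permutations of the group labels. Comparisons against the same libraries share their chance values. An SHR group and unchanged treated groups were therefore simulated 100 times from the means and spreads of the SHR libraries. Each gene was drawn on its own, which leaves out genes that move together between libraries, so the simulated ranges can be too narrow. In all, 16 marker lists of cell types and tissues were examined per library, and their numbers of genes and levels are given in the closing section where a list stood out in a library. The transforming growth factor beta genes were also tested with two-sided exact permutation tests, for which the smallest p with 3 libraries against 3 is 0.1. Values of the supplementary tables of histology were averaged per section, and the two-sided exact permutation tests between sections that were set beforehand are not given, since the tables hold 4 sections per group from 3 rats and do not say which rat a section came from. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

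Total counts per library ranged from 11252361 to 15823525, and 3 reads, the limit that a count of 0 allows, stood for 0.190 to 0.267 CPM. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Without scaling, the median log2 fold change of all genes between the SHR and WKY groups was 0.14, and with TMM it was 0.01.

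The steps were tested on simulated counts with the mean levels of the real SHR and WKY libraries and 200 changed genes. With a dispersion of 0.02, edgeR recovered 99.0% of the changed genes tested among 13854 genes with 2 false calls, and DESeq2 recovered 94.5% among 18356 genes with 0. With a dispersion of 0.1, edgeR recovered 71.1% among 13827 genes with 6 false calls, and DESeq2 recovered 70.5% among 18345 genes with 17. A planted gene list had an adjusted p of 2.49e-26 by camera over 13794 genes, and 0 of 200 unchanged lists were called.

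The thresholds, the tests, the groups in each fit and the genes to be named were fixed before the data were examined. The genes named were the 5 with the largest increase and the 5 with the largest decrease between the SHR and WKY groups among DEGs whose groups do not overlap, the 15 key driver genes, the 20 hub genes, the transforming growth factor beta genes, Rac1, Myl7, Bmp10, the markers of lists that differ, and genes of the drugs' targets. With edgeR's test no DEG was found in the other comparisons, so none was named there. DESeq2 called 3 genes between the ARB and SHR groups, 7 between the ARNI and SHR groups and 18 between the ARNI and ARB groups. Cd36 was chosen after its values were seen. Some single-gene results are not reported. The alternatives tried were DESeq2 (1.42.0), DESeq2's size factors in edgeR, no filter on low counts, the threshold on the adjusted p alone, 1 fit of all 12 libraries, the replicate number as a block, each library left out in turn, camera with an estimated correlation, limma's fry, and fgsea (1.28.0) on genes ranked by signal-to-noise. After the data had been seen, an atrial minus ventricular marker score was added as a covariate to 1 fit of all 12 libraries, and for the lists the same fit without it was added as its baseline. The score is the mean log2 CPM of 12 atrial markers minus that of 6 ventricular markers. The WKY and SHR scores do not overlap, so SHR against WKY values with the covariate are extrapolated from slopes within groups.

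The replicate numbers come from the library names, and the paper does not say that a number marks a shared litter, batch or day. Across genes, the deviations of same-numbered ARNI and SHR libraries from their group means had correlations of 0.51, 0.46 and 0.19. The library with the lowest marker score has number 2 in both groups (-4.60 and 1.23), which can give such correlations without a pairing. Whether the numbers pair these libraries was therefore not settled. With the replicate number as a block, 0 genes were called between the ARNI and SHR groups (731 at an unadjusted p under 0.05), as without it.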

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

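Tests set beforehand were those of the slopes on the marker score across the 9 libraries of SHRs and of other splits of the libraries. The fit with DESeq2's size factors was set beforehand as an alternative, and its use for an explanation was chosen only after the result was seen. The remaining tests given here were chosen only after the result was seen.

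In genes the paper does not discuss, the SHR libraries carried strong signals that the WKY libraries lacked. The atrial light chain gene Myl4 was at 9022, 4073 and 7855 CPM in the SHR libraries against 3.73, 7.16 and 2.64 CPM in the WKY libraries, and Sln was at 1678, 674 and 1022 CPM, while its mean in the WKY group was 0.396 CPM. The ventricular light chains went the other way. Myl2 and Myl3 together made up 99.8%, 99.9% and 100.0% of the counts of the 4 light chain genes Myl2, Myl3, Myl4 and Myl7 in the WKY libraries. In the SHR libraries they made up 0.0626%, 43.2% and 0.0572%, in the ARB libraries 0.130%, 0.153% and 44%, and in the ARNI libraries 0.143%, 99.8% and 1.08%. The atrial minus ventricular marker score was -5.61, -5.89 and -5.63 in the WKY libraries, 8.05, 1.23 and 7.46 in the SHR libraries, 7.61, 7.61 and 1.57 in the ARB libraries, and 7.68, -4.60 and 6.29 in the ARNI libraries.

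Smaller libraries in the WKY group are argued against as the cause of the DEGs, since 1211 genes were called after every library had been thinned to 11252345 reads. A few genes taking most of the counts are argued against as well, since 1247 were called with DESeq2's size factors in place of TMM. Exchanged names of the WKY and SHR libraries, as the strain words of the titles have it, are argued against by the genes that part 1 group from the 9 other libraries by 4-fold or more: 34 genes part the WKY libraries from all others, and 0 part the libraries named SHR. The ARB group was parted at 0 genes and the ARNI group at 1.

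The ventricular share of the light chain counts ranged from 0.0572% to 43.2% in the SHR group. In the ARNI group it ranged from 0.143% to 99.8%. Strain and treatment alone are argued against as the cause of these ranges, since the libraries of a group share both. Different shares of atrial and ventricular tissue in the libraries are a candidate cause, and how many DEGs follow from them stays open. Over the 9 libraries of SHRs, none of which is a WKY library, 91.4% of 1202 DEGs (markers left out) had a slope on the marker score with the sign of their change between the SHR and WKY groups, where 100 permutations of the scores gave a median of 35.2% and at most 93.5%. The rank correlation of slopes and changes across genes was 0.676, and 8 of the 100 permutations gave at least as much. In the 6 ARB and ARNI libraries, which did not enter that comparison, 91.3% of the DEGs had the sign of their change, and 11 of 100 permutations gave at least the correlation of 0.670. All 24 key driver and hub genes lower in the SHR group fell with the score in those 6 libraries (median slope -0.16 per unit). A share of ventricular tissue is a candidate explanation for most of these DEGs. For the 34 genes that part the WKY libraries from the others, the values cannot decide. ARNI replicate 2 has a score close to that of the WKY libraries, but the genes were selected as differing between it and them. A share of ventricular tissue therefore stays open for those genes. A difference between the strains, or an effect of hypertension, stays open for them too, and was not tested on its own. Of the 10 splits of the 6 WKY and SHR libraries, 1 gave as many DEGs, the real one, and no other split gave any (0), though 10 splits cannot give a share under 0.1.

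In ARNI replicate 3, the neurofilament gene Nefl was at 54.1 CPM, against at most 0.938 CPM in any other library. Of 6 neuron markers, 5 were highest in this library, where chance gives 0.5: Tubb3 (67.2 CPM), Nefl, Snap25 (24.9), Syt1 (24.3) and Dbh (15.7). Tubb3 and Dbh had counts in every library, and Th was at 0.0646 CPM. The other ARNI libraries had 0 CPM of Nefl, which argues against the treatment alone as the cause. Neuron tissue in the piece sampled may be the source of these 5 markers.

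In the same library, Ucp1 was at 173 CPM, against 14.2 CPM in ARB replicate 2 and at most 1.23 CPM elsewhere. Of 4 brown adipose markers, 2 were highest in this library (chance 0.333), Ucp1 and Cidea. Cidea and Ppargc1b were expressed in every library, and Elovl3 had at most 0.0625 CPM, so that too few markers remained to decide whether brown adipose tissue in the piece sampled could be the source.

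Adipoq was at 175 CPM in ARB replicate 2, against 58.7 CPM in ARNI replicate 3 and at most 4.99 CPM in the other libraries. Of 6 white adipose markers, 5 were highest in ARB replicate 2, where chance gives 0.5, among them Cfd (61.5 CPM), Retn (18.5) and Lep (14.5). Plin1 was highest in ARNI replicate 3 (94.6 CPM, against 62.6 CPM). Cfd was expressed in every library. The other ARB libraries had at most 0.753 CPM of Adipoq, so that the treatment alone is argued against, and white adipose tissue in the piece sampled may be the source.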

How the results depend on the processing

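Changes of call or direction are given with their value, and unless the setting itself shows the cause, the cause was not tested. The covariate, an atrial minus ventricular marker score, and the division of the SHR libraries in the comparison of the drugs were chosen after seeing the data. Quantile normalization and another pseudocount, set for FPKM values, were not run, since the values are counts.

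The 1226 DEGs between the SHR and WKY groups became 1601 under DESeq2, 1247 with DESeq2's size factors in edgeR and 1239 without a filter on low counts. The count was 681 with a replicate block, 579 in 1 fit of all 12 libraries and 2837 at the adjusted p alone. The covariate was fitted on all 12 libraries, so that its baseline is the 579 genes of that fit, and with it 121 were called, 54 of them among the 579. In the pairwise test, the count ranged from 348 to 2205 across the 6 fits that each left out 1 library, with 348 without WKY replicate 3 and 2205 without SHR replicate 2. No DEG was called between the ARB and SHR groups, the ARNI and SHR groups or the ARNI and ARB groups (0 each, with 225, 227 and 539 genes at an unadjusted p under 0.05). DESeq2 called 3, 7 and 18, and with the covariate 1 was called between the ARNI and SHR groups and 1 between the ARNI and ARB groups, each a gene of the score itself. All fits that left out 1 library of these comparisons called 0.

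The samples of the WKY and SHR groups share only a replicate number, since the correlations of their deviations were 0.03, -0.05 and -0.07. Those of the ARB and SHR groups (0.42, -0.24 and -0.25) and of the ARNI and ARB groups (0.52, -0.45 and -0.15) do not pair either. Under the block, 669 of its 681 calls were among the 1226. For the ARNI and SHR groups, whose same-numbered libraries had positive correlations, the block changed no call, lists included. Under the block, 3 key driver and hub genes were called, and Pdk4, Hsd17b4 and Cryl1 were no longer past the threshold.

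Of the 21 lists, 12 passed between the SHR and WKY groups (the key driver and hub lists, which were chosen on these samples, among them), 8 between the ARB and SHR groups, 14 between the ARNI and SHR groups and 8 between the ARNI and ARB groups. With an estimated correlation the counts were 0, 0, 0 and 0 (0, 0, 2 and 2 at an unadjusted p under 0.05), and under fry 0, 0, 0 and 0 (5, 0, 1 and 0). Under fgsea on signal-to-noise they were 6, 5, 10 and 4. Without a filter on low counts 5 lists passed between the ARB and SHR groups. Across the fits that each left out 1 library, the counts ranged from 11 to 13 between the SHR and WKY groups, from 2 (without SHR replicate 3) to 12 between the ARB and SHR groups, from 0 (without ARNI replicate 2) to 14 between the ARNI and SHR groups, and from 3 (without ARB replicate 1) to 14 (without ARNI replicate 1) between the ARNI and ARB groups. In the fit of all 12 libraries without the covariate, added after seeing the data, 12, 7, 14 and 9 lists passed. The 30 list results compared across settings all kept their call and direction. Outside these 30, fatty acid elongation between the ARB and SHR groups was no longer past the threshold (adjusted p = 0.143, camera). The TGF-β list between the ARNI and SHR groups, not past the threshold either way, changed direction (adjusted p = 0.871, camera). With the covariate 13 lists passed between the SHR and WKY groups, and 1 of these was past the threshold in the same direction without it. With the covariate 7 lists passed between the ARB and SHR groups, 2 between the ARNI and SHR groups (AMPK, 0.00633, and cGMP-PKG, 0.0426) and 6 between the ARNI and ARB groups. Among the tests of over-representation, 5 passed, 2 at the adjusted p alone and 13 with DESeq2.

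Of the key driver and hub genes 8 were called. The count was 26 with DESeq2, 2 in 1 fit of all 12 libraries and, in that fit, 0 with the covariate (16 at an unadjusted p under 0.05), and ranged from 1 to 25 when 1 library was left out, with 25 without SHR replicate 2. With the covariate the log2 fold change turned to 0.65 for Hadha, 0.60 for Hadhb, 0.69 for Eci2, 0.78 for Acadl, 0.16 for Hsd17b4, 1.35 for Cryl1 and 0.0787 for Rac1. It was 0.12 for Tgfb1, -0.94 for Tgfb2 and -0.11 for Tgfb3. Tgfb2 was also not past the threshold in 1 fit of all 12 libraries (1.31, adjusted p = 0.165, edgeR), and its log2 fold change ranged from 1.20 to 1.51 when 1 library was left out. That of Tgfb3 ranged from 0.42 to 0.70, with 0.70 and an adjusted p of 0.00145 without SHR replicate 2. Kcna5 became past the threshold with DESeq2 (-1.77, adjusted p = 0.00899) and without SHR replicate 2 (-2.48, 0.00602, edgeR), and Myl2 without SHR replicate 2 (-13.16, 1.88e-05). Mme was not past it without a filter (adjusted p = 0.0531), under the block (0.0757), in 1 fit of all 12 libraries (0.236) or in 5 of the 6 fits that left out 1 library (0.0523 to 0.137). Npr2 was not past the adjusted p without a filter (0.0546), and Kcnj3 not in 1 fit of all 12 libraries (0.0512). Prkg1 was reversed without SHR replicate 3 (-0.0204, the lowest of a range up to 0.49 without WKY replicate 2), and Npr1 without WKY replicate 1 (-0.03), WKY replicate 2 (-0.06) and SHR replicate 3 (-0.13). With the covariate the log2 fold change turned to -0.12 for Prkg1 and -0.17 for Npr1.

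Of 31 genes examined singly, 31 kept their side of the adjusted p and their direction with DESeq2's size factors and 29 without a filter, 5 became past it with DESeq2, and 11 were no longer past it in 1 fit of all 12 libraries. The covariate was not tested on genes that enter the score, whose shift it fixes. With it, of the other 22 genes 3 kept side and direction, 10 were no longer past the adjusted p and 9 were reversed. Without WKY replicates 1, 2 and 3 in turn, 10, 11 and 10 were no longer past it. Without SHR replicate 1 there were 6 and without SHR replicate 3 there were 3, while without SHR replicate 2 there were 6 that became past it and 1 that no longer was. Under the block 5 were no longer past it.

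Over the 9 libraries of SHRs, the difference between and within groups was -6.15 (one-sided permutation test, p = 0.850). The share of genes that moved the opposite way lay between 21.3% and 73.8% for the ARB group and between 41.2% and 81.0% for the ARNI group when the SHR libraries were divided, and the rank correlation of the drugs' changes between -0.459 and 0.211. That fewer libraries enter each comparison is part of this setting.

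For single lists, the values are adjusted p-values. Between the SHR and WKY groups, the covariate reversed TGF-β (0.807), PPAR (0.319), fatty acid degradation (2.14e-05), fatty acid elongation (0.0359), propanoate metabolism (0.00278), carbon metabolism (4.55e-05), the citrate cycle (0.00319), oxidative phosphorylation (1.86e-21), the mitochondrial ribosome (4.27e-12), the hub genes (3.79e-08) and the key driver genes (6.03e-04). It also reversed the proteasome (4.44e-05) and biosynthesis of amino acids (0.00206). These reversals are extrapolated, as the WKY and SHR scores do not overlap. Fgsea reversed calcium (0.500), MAPK (0.374), oxidative phosphorylation (0.599) and cGMP-PKG (0.632), and fry MAPK (0.259), NF-kappa B (0.798) and cGMP-PKG (0.486). MAPK was reversed without SHR replicate 1 (0.939) and SHR replicate 2 (0.891) within a range from 0.717 (without SHR replicate 3) to 0.967 (without WKY replicate 2). NF-kappa B was reversed without SHR replicate 2 (0.481) within a range from 0.469 (without SHR replicate 3) to 0.998 (without WKY replicate 1), and voltage-gated ion channels without a filter on low counts (0.975). Between the ARB and SHR groups, the proteasome was reversed without ARB replicate 3 (0.806), not past the threshold without SHR replicate 3 (0.898) and lowest in p without SHR replicate 2 (2.42e-07). Oxidative phosphorylation was reversed without SHR replicate 3 (0.688) and without ARB replicate 3 (0.0197), and was at 8.42e-14 without SHR replicate 2. In the ARNI group against the SHR group, propanoate metabolism was reversed without ARNI replicate 2 (0.413), not past the threshold without SHR replicate 3 (0.327) and at 8.22e-07 without SHR replicate 2. ECM-receptor interaction became past the threshold between the SHR and WKY groups without SHR replicate 3 (0.00334) and with the covariate (6.03e-04). Of 30 list results, 22 were no longer past the threshold under fry and 22 with an estimated correlation, and all 30 kept their call and direction under the block.

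The depth limits genes near the floor: at 3 reads a library of 11252361 reads holds 0.267 CPM, so that the fold of genes without reads in 1 group is a lower bound.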

Differences from the paper's values

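The second principal component carried 10.8% of the variance, and the paper's value is about 18% in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed this gap for the 12 libraries.

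For the correlations between libraries of 1 group, the paper's values were read by eye from Supplementary Figure S1 and set beside those of log2 CPM. In the WKY group they were 0.977, 0.972 and 0.973 (replicates 1 and 2, 1 and 3, 2 and 3) against the paper's about 1, about 1 and about 1. In the SHR group they were 0.950, 0.961 and 0.937 against about 0.82, about 0.99 and about 0.83. In the ARB group they were 0.969, 0.942 and 0.944 against about 1, about 0.88 and about 0.9. In the ARNI group they were 0.897, 0.936 and 0.910 against about 0.27, about 0.9 and about 0.55. On untransformed values they were, in the same order, 0.999, 0.997 and 0.997 in the WKY group, 0.831, 0.976 and 0.891 in the SHR group, 0.992, 0.905 and 0.915 in the ARB group, and 0.659, 0.921 and 0.852 in the ARNI group. On that scale the 3 of the WKY group came within the paper's, and the other 9 lay nearer to the paper's than on the log2 scale. None of the alternatives set before the data were examined brought those 9 within 0.005 of the paper's.

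The paper states that libraries lay closer within groups than between them. ARNI replicate 2 had a mean distance of 93.2 to the WKY libraries and of 141 to the other ARNI libraries.

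The paper lists all 15 key driver genes and all 20 hub genes among the DEGs. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes, 4 and 4 of them were called. With DESeq2 all 26 genes of both lists were called, and without SHR replicate 2 edgeR called 25.

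The paper gives 1558 DEGs, and 1226 were called here. DESeq2 gave 1601, of which 1548 were among those of the authors' deposited table.

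The paper states that TGF-β expression was higher in the SHR group at the level of the gene. Tgfb1 had a log2 fold change of -0.21 (adjusted p = 0.301, edgeR's quasi-likelihood test), Tgfb2 of 1.31 (adjusted p = 0.0115) and Tgfb3 of 0.52 (adjusted p = 0.0715). Once the marker score, chosen after seeing the values, was a covariate, Tgfb1 had a log2 fold change of 0.12 (adjusted p = 0.873), and no setting called it.

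The paper places the upregulated DEGs in calcium, NF-kappa B and MAPK signaling. Their over-representation had an adjusted p of 0.0691, 1 and 0.0619 in one-sided Fisher's exact tests on the edgeR calls, and of 0.0671, 0.27 and 0.0396 on the DESeq2 calls. For TGF-β signaling it was 0.0629 and 0.0340. For the downregulated DEGs in carbon metabolism it was 0.241 and 1.44e-04.

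The paper names fatty acid terms for the downregulated transcripts. The fatty acid degradation list held 1 downregulated DEG of 34 genes with edgeR and 12 of 35 with DESeq2 (adjusted p = 3.87e-07, one-sided Fisher's exact test).

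The paper names extracellular matrix terms for the downregulated transcripts. The ECM-receptor interaction list had an adjusted p of 0.277 (camera), and of 0.247 with edgeR and 0.0671 with DESeq2 for over-representation among the downregulated calls (one-sided Fisher's exact tests). It was lower in the SHR group past the threshold without SHR replicate 3 (adjusted p = 0.00334, camera) and with the marker score as covariate, chosen after seeing the values (6.03e-04).

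The paper states that fatty acid elongation was changed in the SHR group. By camera its adjusted p was 0.420. Over-representation among the downregulated DESeq2 calls had an adjusted p of 0.0197 (one-sided Fisher's exact test), and with the marker score as covariate, chosen after seeing the values, the list was higher in the SHR group (adjusted p = 0.0359, camera).

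The paper states that genes of the cGMP-PKG pathway were upregulated in the SHR group. Of 127 genes tested, 53 were higher and 74 lower (adjusted p = 0.420, camera). Over-representation among the upregulated DEGs had an adjusted p of 0.187 with edgeR and of 0.137 with DESeq2 (one-sided Fisher's exact tests).

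The paper lists MAPK signaling among the pathways that part the ARNI and ARB groups. By camera its adjusted p was 0.111, and by fgsea 0.315, and it did not pass in any fit that left out 1 library (adjusted p from 0.106 to 0.268).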

Other observations

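Of the tests given here, those of the simulated unchanged groups and of other splits of the libraries were set beforehand. Fry and the fits that left out a library were set beforehand as alternatives. Their use for an explanation was chosen only after the result was seen, as were the remaining tests.

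Metabolic lists were higher in the ARNI group than in the SHR group. Once the marker score was a covariate, 0 of the 5 lists citrate cycle, propanoate metabolism, fatty acid elongation, carbon metabolism and PPAR signaling were past the threshold, and over all 21 lists 2 passed and 6 had an unadjusted p under 0.05. A different share of atrial and ventricular tissue in the libraries is a candidate explanation for these 5 lists, since ARNI replicate 2 has a score of -4.60 and no list was past the threshold without it (0 of 21, and 4 at an unadjusted p under 0.05). The AMPK list is 1 exception. Its adjusted p with the score as covariate was 0.00633 (camera with Benjamini-Hochberg adjustment), which argues against that explanation as its whole cause, though it did not pass under fry (0.658), without ARNI replicate 2 (0.0803) or without SHR replicate 3 (0.147). The cGMP-PKG list is another. Its adjusted p with the score as covariate was 0.0426 (camera), and its median log2 fold change was 0.07, against 0.10 in the same fit without the score and 0.07 without ARNI replicate 2. This argues against that explanation as its whole cause, though the list passed in none of the 6 fits that left out 1 library (adjusted p from 0.0505 to 0.144). An effect of the drug on these lists stays open and was not separated from the score.

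The ribosome list was higher in the ARB group than in the SHR group in 85 of 85 genes. SHR replicate 2 and ARB replicate 3 had the lowest marker scores of their groups, so that leaving out either shifts the scores of the groups in opposite directions. The list was higher in the ARB group both times, with a median log2 fold change of 0.35 without SHR replicate 2 (adjusted p = 7.69e-15, camera with Benjamini-Hochberg adjustment) and of 0.18 without ARB replicate 3 (adjusted p = 1.70e-08). This argues against a different share of atrial and ventricular tissue as the whole cause. Under fry its adjusted p was 0.956. An effect of valsartan on the ribosomal genes stays open, as do other differences between the pieces sampled, neither of which was tested.

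Of the genes with an absolute log2 fold change of at least 1 between the SHR and WKY groups, 83.7% moved the opposite way in the ARNI group. The SHR libraries shared by both comparisons stay open as a cause. Simulated unchanged groups reached at most 66.3%, but each gene was drawn on its own, so that genes moving together between libraries were left out. Which of the 6 SHR and ARNI libraries fall in which group stays open, since 7 of the 20 assignments gave at least this share. Whether the replicate numbers pair these libraries was not settled. Of the 8 assignments that swap libraries only within a replicate number, 2 gave at least this share, though 8 cannot give a share under 0.05. When the SHR libraries were divided between the comparisons, the share lay between 41.2% and 81.0%. A reversal by the drug could not be parted from the position of ARNI replicate 2 near the WKY libraries.

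Of the 10 splits of the 6 libraries, 10 gave at least as many DEGs as the real split between the ARB and SHR groups, 10 between the ARNI and SHR groups and 10 between the ARNI and ARB groups, as the real splits gave 0 (225, 227 and 539 genes at an unadjusted p under 0.05). Another split of the ARNI and SHR libraries gave 32 DEGs, and another of the ARNI and ARB libraries gave 9. Of the 10 splits of the ARNI and SHR libraries, 4 part all 3 replicate numbers as the real one does, and these gave 0 DEGs. The splits that gave more therefore put both libraries of at least 1 number on the same side.

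Of 6 lung markers, 6 were highest in WKY replicate 3, among them Sftpc (8.20 CPM), Sftpb (6.03) and Ager (15.5). Sftpb was at 0.0625 CPM or less in every other library. Ager was expressed in all libraries. Of 5 sinoatrial node markers, 3 were highest in ARNI replicate 3, with Shox2 at 83.2 CPM, and of 5 smooth muscle markers 4 were. Of 6 fibroblast markers, 3 were highest in SHR replicate 3. The median of the 5 erythroid markers was highest in ARB replicate 3 (9.81 log2 CPM). No explanation was tested for these values.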
